# Regnase-1-mediated post-transcriptional regulation is essential for hematopoietic stem and progenitor cell homeostasis

**DOI:** 10.1038/s41467-019-09028-w

**Published:** 2019-03-06

**Authors:** Hiroyasu Kidoya, Fumitaka Muramatsu, Teppei Shimamura, Weizhen Jia, Takashi Satoh, Yumiko Hayashi, Hisamichi Naito, Yuya Kunisaki, Fumio Arai, Masahide Seki, Yutaka Suzuki, Tsuyoshi Osawa, Shizuo Akira, Nobuyuki Takakura

## Abstract

The balance between self-renewal and differentiation of hematopoietic stem and progenitor cells (HSPCs) maintains hematopoietic homeostasis, failure of which can lead to hematopoietic disorder. HSPC fate is controlled by signals from the bone marrow niche resulting in alteration of the stem cell transcription network. Regnase-1, a member of the CCCH zinc finger protein family possessing RNAse activity, mediates post-transcriptional regulatory activity through degradation of target mRNAs. The precise function of Regnase-1 has been explored in inflammation-related cytokine expression but its function in hematopoiesis has not been elucidated. Here, we show that Regnase-1 regulates self-renewal of HSPCs through modulating the stability of *Gata2* and *Tal1* mRNA. In addition, we found that dysfunction of Regnase-1 leads to the rapid onset of abnormal hematopoiesis. Thus, our data reveal that Regnase-1-mediated post-transcriptional regulation is required for HSPC maintenance and suggest that it represents a leukemia tumor suppressor.

## Abstract (web summary)

Regnase-1 is known to mediate post-trasncriptional regulatory activity through degradation of target mRNAs. Here, the authors show that Regnase-1 regulates self-renewal of haematopoietic stem and progenitor cells through modulation of the stability of Gata2 and Tal1 mRNA.

## Introduction

The hematopoietic system is maintained over the lifetime of an organism through the well-orchestrated balance between self-renewal and differentiation of hematopoietic stem and progenitor cells (HSPCs)^1^. The HSPC compartment is heterogeneous and includes long-term hematopoietic stem cells (LT-HSCs) defined by their ability to give rise to all blood cell lineages and sustain life-long self-renewal. The vast majority of LT-HSCs is predominantly quiescent, remaining in the G0 phase of the cell cycle; the change to proliferative S+G2/M phase in response to hematological stress is a key event in hematopoietic homeostasis^2^. Quiescent LT-HSCs reside mainly in bone marrow (BM) niches, and their fate is controlled by multiple secreted and cell-surface molecules in the BM microenvironment^3^. Signals from the BM niche control HSPC fate via a variety of signaling pathways and transcription factors. Transcriptional regulation of gene expression through transcription networks plays crucial roles in hematopoiesis and in the maintenance of HSPCs^4^. Although various key transcription factors involved in HSPC homeostasis have been identified, regulatory mechanisms controlling the transcriptional network regulating hematopoiesis remain undetermined.

HSPCs maintain life-long hematopoiesis by self-renewal, which provides an opportunity for the accumulation of multiple genetic abnormalities. Accumulated chromosomal translocations and gene mutations can lead to malignant transformation of HSPCs and generation of leukemic stem cells (LSCs). It is widely accepted that LSCs acquire aberrant self-renewal capacity in contrast to normal HSPCs which have restricted self-renewal capacity and mostly remain in the quiescent state;^5^ this results in the development of leukemia^6^. LSCs are also thought to be responsible for leukemia maintenance, therapy failure and disease relapse^7^. Acute myeloid leukemia (AML) is the most common type of leukemia in adults, characterized by the uncontrolled proliferation of abnormal and dysfunctional progenitor cells (blasts) in the BM. Transcriptional deregulation through aberrant expression and frequent mutation of transcription factors has been reported in AML patients^8^. Such abnormal transcriptional regulation leads to leukemogenesis and is crucially involved in the pathogenesis of AML.

The efficiency of mRNA translation is strictly controlled by post-transcriptional gene regulation. Cis-acting elements located in the 3′-untranslated region (3′UTR) of mRNA plays a key role in the modulation of mRNA stability^9,10^. These elements enable the recognition of target mRNA transcripts by RNA-binding proteins, and promote nuclease-dependent degradation^11,12^. The CCCH zinc finger protein Regnase-1 encoded by the *ZC3H12A* (*MCPIP1*) gene has been identified as a ribonuclease that suppresses gene expression through degradation of transcripts^13,14^. This protein acts as a negative regulator of inflammatory responses by destabilizing inflammation-related cytokines and transcription factor mRNAs such as *interleukin-1β* (*IL-1β*), *IL-2*, *IL-6*, *IL-12p40*, and *c-Rel*^13–16^. A recent study revealed that Regnase-1 binds to target mRNA via reorganization of the conserved stem-loop structure on the 3′UTR of these genes^17^. In addition to its immune response functions, Regnase-1 is also involved in a wide variety of biological processes such as brain development and adipogenesis by controlling cell differentiation and apoptosis^18,19^.

In the present study, to elucidate cell-intrinsic mechanisms of HSPC homeostasis, we explored which molecules are essential for the regulation of gene expression. Using bioinformatics analysis of gene expression data during HSPC development, the ribonuclease Regnase-1 was identified as a major player. To study essential functions of Regnase-1 in HSPCs, we generated conditional knockout mice in which Regnase-1 was deleted specifically in HSPCs. Here, we document crucial roles of Regnase-1 for self-renewal of HSPCs. In addition, we show the relevance of the lack of Regnase-1 for leukemogenesis, associated with the aberrant expression of key regulators of hematopoiesis.

## Results

### Identification of genes important for HSPC maintenance

To identify factors crucial for the determination of HSPC self-renewal and differentiation, we performed genome-wide gene expression analysis of Lineage^-^ Sca-1^+^ c-Kit^+^ (LSK) HSPCs in different developmental stages using available GEO data sets (GSE69760). The expression of multiple genes was different in HSPCs from adult BM and E14.5 FL. We screened genes encoding intercellular proteins for those highly expressed in adult HSPCs relative to HSPCs from embryos (Fig. 1a). Among these genes, we selected the gene encoding *Regnase-1* because this molecule has been reported to associate with mesenchymal stem cell differentiation^20^. The amount of Regnase-1 expression in neonates was greater than in the fetus, and even greater in adults (Fig. 1b). To determine the expression profile of *Regnase-1* in HSPC subpopulations, we isolated hematopoietic cells (HC; CD45^+^), LSK-HSPCs, immature and quiescent (CD34^−^ HSCs; CD34− Flt3^−^ LSK), active (CD34^+^ HSCs; CD34^+^ Flt3^−^ LSK), and multipotent progenitors (MPPs; CD34^+^ Flt3^+^ LSK) from adult C57BL/6 WT mice^21–23^. The level of *Regnase-1* mRNA was then determined by qRT-PCR. We found that *Regnase-1* was relatively highly expressed in all HSPC subsets compared to the whole population of lineage-committed cells and differentiated progenitor cells (Fig. 1c, Supplementary Fig. 1a). Immunohistochemical staining of BM tissue from the femur revealed that Regnase-1 protein was predominantly present in c-Kit-positive cells including HSPCs (Fig. 1d).

**Fig. 1:**
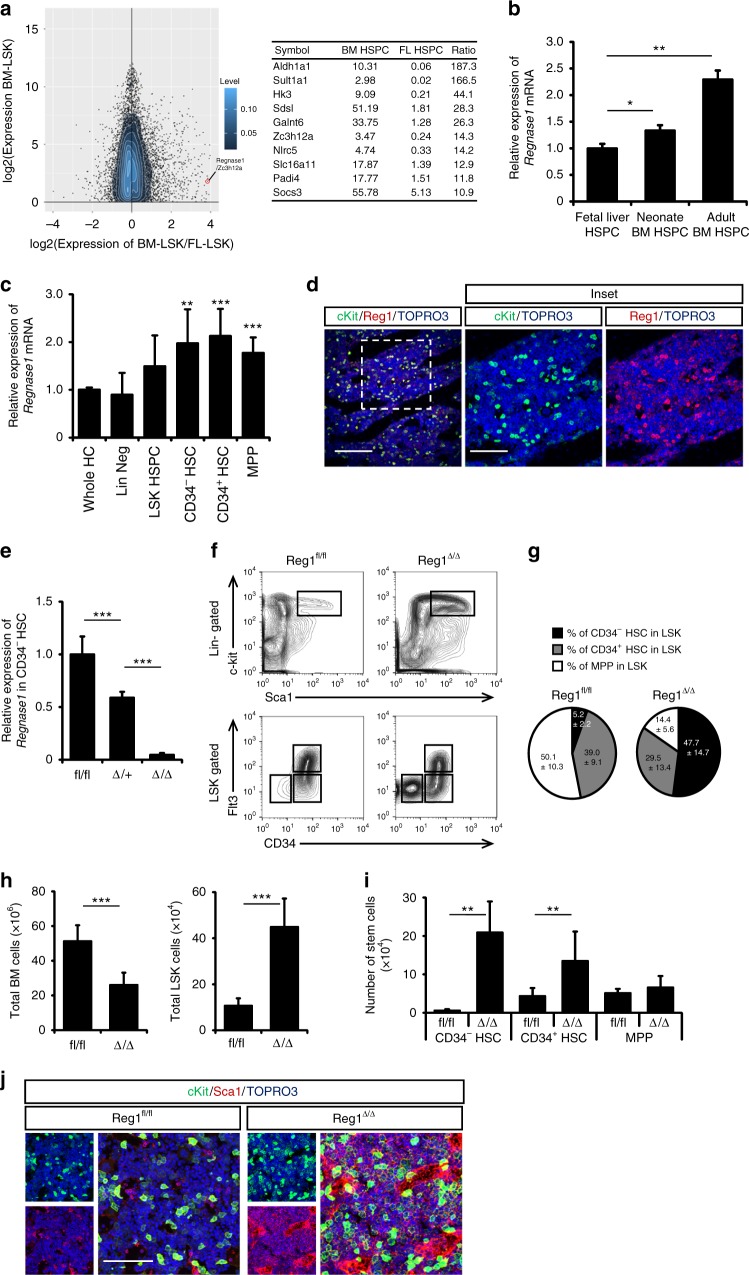
Regnase-1 is expressed in HSPCs and is involved in maintenance of the HSC pool. **a** Mean difference plot of mRNA expression in Lineage^−^ Sca-1^+^ c-Kit^+^ (LSK) HSPCs from adult BM and HSPCs from E14.5 FL using the GEO data sets (GSE69760). Genes with expression levels increased ≥10-fold in adult BM and encoding intra-cellar proteins are listed in the table on the right. **b** Quantitative RT-PCR of *Regnase-1* expression in isolated LSK cells from E14.5 fetal liver, neonate BM, and adult BM (*n* = 3 per group). Data are expressed as fold-change relative to fetal liver HSPCs. **c** *Regnase-1* mRNA expression in lineage-negative cells (Lin Neg), Lin^–^ cKit^+^ Sca-1^+^ cells (LSK HSC), LSK CD34^−^ Flt3^−^ (CD34^−^ HSC), LSK CD34^+^ Flt3^−^ (CD34^+^ HSC), and LSK CD34^+^ Flt3^+^ (MPP) prepared from BM of adult mice (8-week-old) (*n* = 3). **d** Immunohistochemical staining of Regnase-1 in BM. The right-hand panels show a higher magnification of the areas indicated by the boxes. The scale bars represent 200 μm and 100 μm (insets). **e** Loss of Regnase-1 expression in CD34^−^ HSCs was confirmed by Quantitative RT-PCR of adult Vav1-iCre; Regnase-1^flox/flox^ (Δ/Δ), Vav1-iCre; Regnase-1^flox/+^ (Δ/+) and control Regnase-1^flox/flox^ (fl/fl). The level of Regnase-1 mRNA of the fl/fl mice was set at 1.0 (*n* = 3 mice of each genotype). **f**–**i** Representative flow cytometric analysis (**f**), quantitative and statistical analyses of HSPCs populations (**g**), and the numbers (**h**, **i**) in the BM of 8-week-old control (fl/fl) and Regnase-1-KO (Δ/Δ) mice (*n* = 10 per group). **j** Immunohistochemical staining of Sca-1^+^ c-Kit^+^ HSPCs in control and Regnase-1-KO (Δ/Δ) BM. The scale bars represent 100 μm. Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, Tukey–Kramer multiple comparison test in **b**, **c**, *t*-test in **c**, **h**, **i**

### Effects of Regnase-1 deletion on BM HSPC populations

To elucidate the function of Regnase-1 in HSPC development and/or maintenance, we analyzed mice harboring a floxed allele of the gene encoding *Regnase-1*^16^ mated with mice expressing hematopoietic-specific Cre recombinase under the transcriptional control of vav promoter elements^24^. To confirm the deletion of Regnase-1 in CD34^−^ HSC, we performed qRT-PCR analysis of sorted CD34^−^ HSC from 8-week-old control Reg1^flox/flox^ (Regnase-1^flox/flox^), Reg1^Δ/+^ (Vav1-iCre; Regnase-1^flox/+^), and Reg1^Δ/Δ^ (Vav1-iCre; Regnase-1^flox/flox^) mice. As expected, *Regnase-1* expression was almost completely absent in the CD34^−^ HSC of Reg1^Δ/Δ^ and reduced by approximately half in Reg1^Δ/+^ (Fig. 1e). Reg1^Δ/Δ^ mice were born at predicted Mendelian ratios, but they exhibited growth reduction compared with their littermate controls. Flow cytometric analysis of HSPC subpopulations in adult BM revealed that Reg1^Δ/Δ^ mice possessed higher proportions of LSK-HSPCs and CD34^−^Flt3^−^ phenotypically defined CD34^−^ HSCs (Fig. 1f, g). Although the total BM cell count was decreased in Reg1^Δ/Δ^ mice relative to littermate controls, the absolute numbers of LSK-HSPCs were significantly increased (Fig. 1h). Furthermore, a marked increment in the absolute number of CD34^−^ HSCs and CD34^+^ HSC in Reg1^Δ/Δ^ mice was observed (Fig. 1i). Consistent with these results from flow cytometry, histological analysis revealed a significant expansion of Sca1^+^ c-Kit^+^ HSPCs in femur sections from Regnase-1-deficient animals (Fig. 1j). In summary, our findings suggest that Regnase-1 is widely expressed in HSPCs and contributes to regulation of CD34^−^ HSC proliferation and differentiation.

### Loss of Regnase-1 leads to accumulation of immature HSPCs

Definitive hematopoiesis starts in the aorta-gonad-mesonephros (AGM); HSC translocate to the fetal liver (FL) where they undergo expansion and differentiation. Unlike the FL, molecular cues from the adult BM microenvironment induce growth arrest of HSCs in the G0 phase of the cell cycle and maintain HSC quiescence^25^. Because Regnase-1 expression is upregulated in HSPCs of adult BM compared with those of the fetus, this suggests the involvement of Regnase-1 in the regulation of the HSC pool. Therefore, we investigated when the anomalous increase of HSPCs occurs in Regnase-1-deficient mice. Flow cytometric analysis of FL cells from E15.5 embryos and BM cells from 1-day-old neonates revealed no differences in the numbers or proportions of HSPCs. However, we found abnormal accumulations of LSK-HSPCs and CD34^−^ HSCs in 2-week-old Reg1^Δ/Δ^ mice (Fig. 2a, b). This suggests an inhibitory role for Regnase-1 in HSPC proliferation and that it could contribute to the maintenance of CD34^−^ HSC quiescence. We investigated the activity of Regnase-1-deficient CD34^−^ HSC by analyzing the cell surface markers CD150 and CD48, useful for determining HSC quiescence;^26^ quiescent HSC subsets are defined as the CD150^+^ CD48^−^ LSK population. We determined the frequency and number of quiescent HSCs in Regnase-1-deficient mice, but found no obvious changes compared with HSCs from WT mice (Reg1^fl/fl^). On the other hand, the frequencies and numbers of CD150^+^CD48^+^ LSK-HSPCs and CD150^−^CD48^+^ LSK-HSPCs were significantly increased, and these cells were actively cycling (Fig. 2c, d, Supplementary Fig. 1b, c). Generally, CD150^+^ CD48^+^ LSK-HSPCs are defined as differentiating HSPCs^26^. However, CD48 expression on HSCs was also reported as a marker for cell cycle activation^2,27,28^, and CD150^+^CD48^+^LSK cells include HSCs with colony-forming ability and long-term multi-lineage reconstitution potential similar to LSK-SLAM cells^29,30^. Moreover, the increased CD150^+^ CD48^+^ LSK population in Reg1^Δ/Δ^ mice did not express the CD34 marker of differentiated HSC, suggesting that Regnase-1 deficiency resulted in increase of activated CD34^−^ HSCs in BM.

**Fig. 2:**
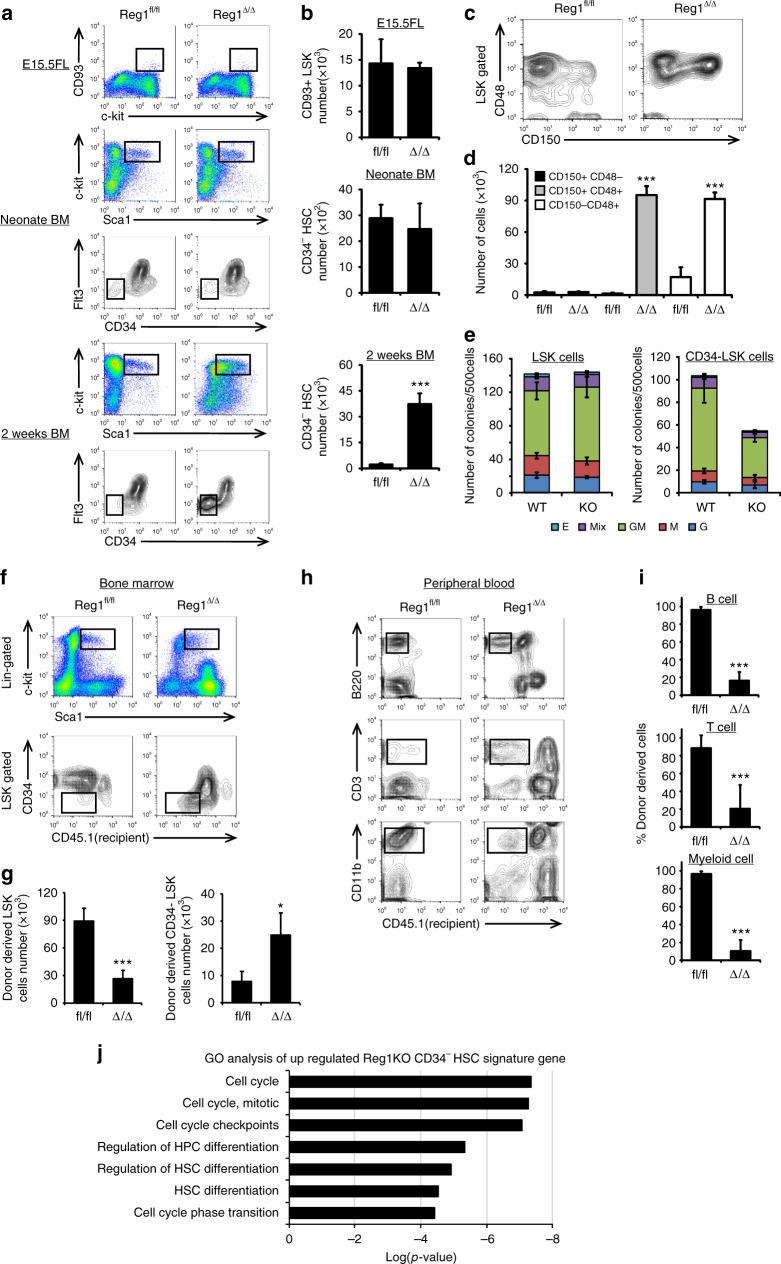
Regnase-1 deficiency leads to expansion of immature HSPCs. **a** Representative flow cytometric analysis of HSPC populations in the FL of E15.5 embryo, BM of 1-day-old neonate, BM of 2-week-old control (fl/fl) or Regnase-1-KO (Δ/Δ) mice (*n* = 3 per group). **b** The numbers of LSK-HSCs or CD34^−^ HSCs in the total FL or BM cells assessed by flow cytometry. **c** Representative flow cytometric analysis of LSK cells for CD48 and CD150 expression of 8-week-old control (fl/fl) or Regnase-1-KO (Δ/Δ) (*n* = 3 per group). **d** Percentage of CD150^+^ CD48^−^ cells, CD150^+^ CD48^+^ cells, and CD150^-^ CD48^+^ cells of control (fl/fl) and Regnase-1-KO (Δ/Δ) mice. **e** Colony-forming ability of LSK-HSCs and CD34^−^ HSC from control (fl/fl) or Regnase-1-KO (Δ/Δ) mice BM. G CFU-granulocyte; GM CFU-granulocyte/monocyte; M CFU-monocyte; E CFU-erythroid; and mix mixed CFU-granulocytes, monocyte, erythroid, and megakaryocyte. Data show the means ± SD (*n* = 5; 3 independent experiments). **f** Competitive repopulation assay of lethally irradiated (10 Gy) WT recipients (CD45.1) transplanted with BM of either control (fl/fl) or Regnase-1-KO (Δ/Δ) mice. Chimerism was analyzed in recipient mice 16 weeks after injection of 1 × 10^3^ of CD34^−^ HSCs from control or Regnase-1-KO mice (CD45.2) with 5 × 10^5^ competitor BM cells (CD45.1). Donor-derived cell ratios (CD45.1^−^) in BM HSPC and CD34^−^ HSC populations were determined by flow cytometry (*n* = 5 per group). **g** The number of LSK or CD34^−^ LSK cells in the BM of mice 16 weeks after transplantation. **h** Hematopoietic engraftment of transplanted HSPCs for reconstitution of peripheral blood was analyzed by flow cytometry at 16 weeks after transplantation (*n* = 5 per group). **i** The contribution of transplanted donor-derived cells (CD45.1^−^) to B-cells (B220^+^), T-cells (CD3^+^), and myeloid cells (CD11b^+^) from control (fl/fl) or Regnase-1-KO (Δ/Δ) HSPCs are shown. Data summated from 3 independent experiments and an average of 6 recipient mice in each group with SD. **j** Gene ontology (GO) analysis of genes upregulated in the CD34^−^HSCs from Regnase-1-KO BM based on the GO biological process annotations. Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, two-sided *t*-test in **b**, **d**, **g**, **i**

### CD34^−^ HSC function is impaired by deletion of Regnase-1

We next examined whether increased LSK-HSPCs and CD34^−^ HSCs in Reg1^Δ/Δ^ retain the ability to undergo normal hematopoietic differentiation in an in vitro CFC assay. LSK-HSPCs from Reg1^Δ/Δ^ mice exhibited no defects in colony formation and frequencies of different types of colonies compared with their littermate controls (Fig. 2e). In contrast, CD34^−^ HSCs from Reg1^Δ/Δ^ mice demonstrated an approximately 2-fold decrease in colony number with slight effect on frequencies of colony types (Fig. 2e). These data indicate that Regnase-1 is involved in the differentiation of CD34^−^ HSCs. To test the quality of Regnase-1-deficient CD34^−^ HSCs in vivo, we performed competitive BM transplantation (BMT) assays. Sorted CD34^−^ Flt3- LSKs from the BM of Reg1^Δ/Δ^ or control mice (CD45.2^+^) mixed with congenic (CD45.1^+^) WT BM cells were transferred into lethally (10 Gy)-irradiated WT (CD45.1^+^) mice. Recipient BM and peripheral blood (PB) cells were then analyzed by flow cytometry 16 weeks thereafter. The number of Reg1^Δ/Δ^-deficient donor–derived LSK-HSPCs was 3.4-fold lower than in control BM, but the number of CD34^−^ HSCs from Reg1^Δ/Δ^-deficient donors was 3.2-fold higher than in controls **(**Fig. 2f, g). These data suggest a diminished contribution of Reg1^Δ/Δ^ CD34^−^ HSCs to CD34^+^ HSCs and MMPs relative to control cells under competitive conditions, at the same time as the proliferative activity of Reg1^Δ/Δ^ CD34^−^ HSCs is increased.

Next, to investigate the long-term repopulating potential of Reg1^Δ/Δ^ CD34^−^ HSCs, we analyzed donor cell reconstitution in the peripheral B lymphoid (B220), T lymphoid (CD3), and myeloid (CD11b) populations of recipient mice. Although Reg1^Δ/Δ^ animals retained the ability to produce both myeloid and lymphoid lineages, Reg1^Δ/Δ^ CD34^−^ HSCs contributed to only 16.3% of B cells, 20.5% of T cells, and 10.5% of myeloid cells. This was a markedly lower contribution compared with dominant effects of HC lineage cells from control CD34^−^ HSCs (Fig. 2h, i). By analyzing earlier time points one month after transplantation, we found increased CD34^+^ LSK cells, MEPs and GMPs in the group transplanted with CD34^−^ HSCs from Regnase-1-deficient mice (Supplementary Fig. 1d). This suggests that Regnase-1 deficiency results in abnormal regulation of cell growth and induces excessive proliferation.

Together, these results indicate that Regnase-1-deficient CD34^−^ HSCs engraft normally, but their repopulation potential is significantly attenuated relative to control, consistent with the results from the in vitro colony forming assays. In summary, these data suggest that Regnase-1 plays an important role in regulating the balance between proliferation and differentiation of CD34^−^ HSCs.

### Regnase-1 regulates HSPC cell cycle activity

Results from Regnase-1-deficient mice suggest that the balance between quiescence and proliferative status of CD34^−^ HSC is regulated by this enzyme. To identify the genes differentially expressed between control and Reg1^Δ/Δ^ CD34^−^ HSCs, global gene expression profiling was performed. 

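RNA was sequenced from 5 samples of CD34- HSCs of Reg1Δ/Δ mice, in which Vav1-iCre deletes the Regnase-1 gene (Zc3h12a) in blood cells. Another 5 samples came from control Reg1 flox/flox mice. The paper's text does not state how many mice gave each sample. The mice were 8 weeks old. The samples came from 2 independent experiments, with 3 samples per group in the first and 2 per group in the second. Which sample belongs to which experiment was taken from the sample names and from the numbers per group in Fig. 5f. The authors aligned the reads to GRCm38 with STAR, estimated TPM (relative abundance) for each transcript with Salmon, and deposited log2(TPM + 1). TPM adds up to 1000000 in every sample and keeps no trace of the number of reads, so the depth of each library is unknown and counting error cannot be given. For gene-level values, the TPM of the transcripts of each gene were added up, which gave 33393 genes. A total of 12874 genes with a TPM of at least 1 in at least 5 samples were tested with limma on log2(TPM + 1), with the experiment as a covariate. P values were adjusted by the Benjamini-Hochberg method (FDR). A pseudocount of 1 understates the fold change of genes with low TPM, and TPM is relative, so a rise of some genes lowers the values of the others.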

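Zc3h12a (ENSMUSG00000042677) lies on chromosome 4 of GRCm38 from 125118423 to 125127840 on the minus strand. Its TPM in the controls was 1.83, 1.28 and 1.60 in the first experiment and 1.48 and 6.07 in the second. In the libraries labelled Reg1Δ/Δ it was 3.54, 2.08 and 2.51 in the first experiment and 10.3 and 8.52 in the second. The deleted gene was thus higher in the libraries labelled Reg1Δ/Δ (5.38 ± 3.75 TPM, SD, n = 5) than in the controls (2.45 ± 2.03 TPM, SD, n = 5), against the label. Within each experiment, every library labelled Reg1Δ/Δ was above every control (exact permutation test within experiments, two-sided, p = 0.0167, the smallest p that the 120 assignments allow). The log2 fold change was 0.83 (standard error 0.28, FDR = 0.0314 by limma). It was 0.52 (FDR = 0.0527) in the first experiment alone and 1.30 (FDR = 0.265) in the second. With the replicate number as a block, the FDR was 0.0505. The deviations of samples with the same number in the 2 groups had a mean correlation across genes of 0.09 in the first experiment and −0.05 in the second. Deviations from means of 3 or 2 samples are bound to each other, so this says little on pairing. The values are per transcript and give no exons, so whether the reads lie in the deleted part of the gene cannot be told from them. For this reason, samples are named by their label wherever a direction is given.

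**Figure D1:**
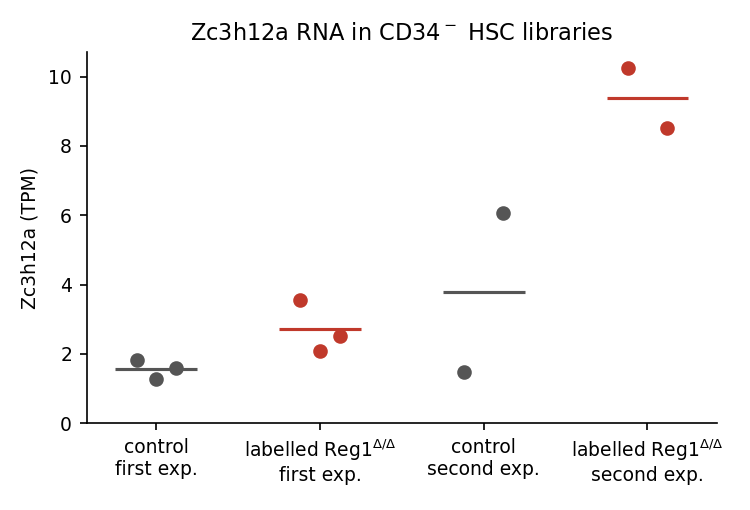
Zc3h12a RNA (TPM, vertical axis) in each control library and each library labelled Reg1Δ/Δ, by experiment; points are samples and lines are means. All 5 libraries labelled Reg1Δ/Δ sit above the controls of their experiment, from 2.08 to 3.54 TPM in the first and from 8.52 to 10.3 TPM in the second.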

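Supplementary Data 4 lists 534 distinct genes from this profiling. Of these, 516 had a higher mean log2(TPM + 1) in the libraries labelled Reg1Δ/Δ than in the controls, with the experiment as a covariate, and 18 had a lower one. At FDR under 0.05 by limma, 404 of them were higher and 6 were lower. Their median log2 fold change was 0.84, against −0.25 for all tested genes. The list annotates 39 genes to the cell cycle, and 38 of these were higher, 28 of them at FDR under 0.05, with a median log2 fold change of 0.62. No p value is given for the list, since its genes were chosen from these same samples. In the first experiment alone 495 of the 534 genes were higher, and in the second alone 504. Of the 39 cell cycle genes, 33 were higher and 6 lower in the first experiment alone, 2 of the 6 at FDR under 0.05, and 38 were higher in the second alone. Without the experiment as a covariate, 247 of the genes were higher at FDR under 0.05.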

Gene ontology (GO) terms related to cell cycle regulation and hematopoietic differentiation were enriched in Reg1^Δ/Δ^ CD34^−^ HSCs (Fig. 2j). Based on this result, we assessed whether the activity of Regnase-1 in HSPC maintenance was by means of regulating the cell cycle and/or apoptosis. To evaluate the cell cycle status of CD34^−^ HSCs and CD34^+^ HSC from Reg1^Δ/Δ^ mice, cells were labeled with EdU and 7-AAAD and analyzed for G0/G1, G2, and G2/M populations. As expected, Regnase-1 deletion led to an increase in the number of cells in all cell cycle phases in both the CD34^+^ HSC and CD34^−^ HSC fractions, and an especially notable increase in cell number in S phase CD34^–^ HSCs (Fig. 3a, b). In contrast, there was only a slight effect on the cell cycle of MPPs and lineage-committed cells (Supplementary Fig. 1e). These results indicate that deletion of Regnase-1 in HSPCs mainly affects cycling of CD34^−^ HSCs and CD34^+^ HSCs. Consistent with this, immunohistochemistry confirmed that BrdU incorporation was also increased in c-Kit-positive HSPCs from Reg1^Δ/Δ^ BM (Fig. 3c, d). Next, we performed Pyronin Y/Hoechst 33342 staining to distinguish between cells in the quiescent G0 phase and the proliferating G1-phase. Flow cytometric analysis revealed a marked increase in the number of cells at all phases of the cell cycle, but the proportion of proliferating cells in G1 and S/G2/M (Pyronin Y^+^ Hoechst^-^ and Pyronin Y^+^ Hoechst^+^) was increased relative to quiescent cells at G0 (Pyronin Y^−^ Hoechst^−^) in CD34^+^ HSCs from Reg1^Δ/Δ^ BM (Fig. 3e, f). Moreover, we investigated the expression of the quiescence-associated genes p21/Cip, P27/Kip1 and p57/Kip2 by qRT-PCR. Down-regulation of p21/Cip and p57/Kip2 was observed in sorted Reg1^Δ/Δ^ CD34^−^ HSCs, more than in control CD34^−^ HSCs (Fig. 3g).

**Fig. 3:**
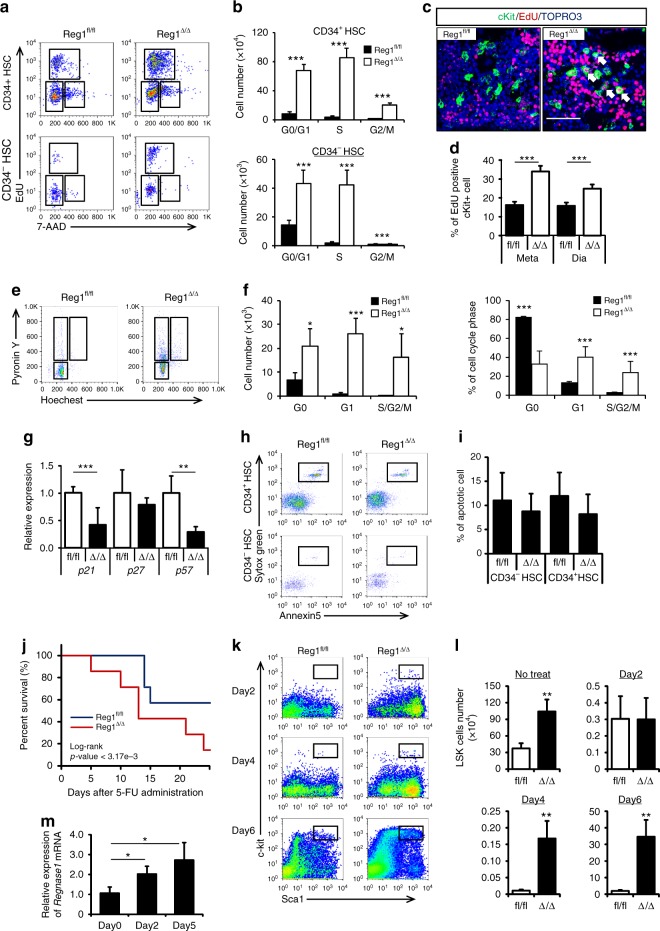
Loss of Regnase-1 expression results in accelerated CD34^−^ HSC cell cycle progression. **a** Cell-cycle analysis of control (fl/fl) or Regnase-1-KO (Δ/Δ) BM CD34− HSC and CD34^+^ HSC populations using EdU/7AAD staining. Dot plots indicating the frequency of HSPCs in G0/G1 (EdU^−^ 7AAD^−^), G2/M (EdU^+^), and S (EdU^+^ 7AAD^+^) phase of cell cycle (*n* = 3 per group; 3 independent experiments). **b** Quantification of HSPCs as shown in **a**. **c** Detection of proliferative cells in BM section of control (fl/fl) or Regnase-1-KO (Δ/Δ) mice by EdU labeling. Representative image showed EdU staining together with c-Kit and Nuclei (TOPRO3) counter-staining. Scale bars represent 50 μm. **d** Quantification of the ratio of EdU-positive proliferating cells in c-Kit-positive cells. **e** Representative cell cycle plots of CD34^−^ HSC populations in BM from control (fl/fl) or Regnase-1-KO (Δ/Δ) mice using Hoechst 33342/pyronin Y staining (*n* = 3 per group; 3 independent experiments). **f** Representative data showing number and ratio of cells in the G0, G1, and S/G2/M phases as shown in **e**. **g** qRT-PCR analysis of cell cycle regulatory genes in CD34^−^ HSCs from control (fl/fl) and Regnase-1-KO (Δ/Δ) mice (n = 3 per group). **h** Flow cytometric analysis of apoptotic populations in CD34^−^ HSCs and CD34^+^ HSCs of control (fl/fl) or Regnase-1-KO (Δ/Δ) mice BM with a combination of annexin V and SYTO Green staining (*n* = 3 per group; 3 independent experiments). **i** Ratio of apoptotic cells (annexin V^+^ SYTO Green^+^). Data are the means ± SD. **j** Kaplan-Meier survival curve of control (fl/fl) and Regnase-1-KO (Δ/Δ) mice after weekly administration of 5-FU (150 mg/kg) (*n* = 7). *P* values were calculated by the logrank test. **k** Representative dot plot depicting frequency of phenotypically defined HSPCs at the indicated days following a single injection of 5-FU. **l** Absolute LSK cell numbers from control (fl/fl) and Regnase-1-KO (Δ/Δ) mice at the indicated days after 5-FU treatment (*n* = 3). **m** Expression *Regnase-1* mRNA in LSK cells of control (fl/fl) mice at the indicated days after 5-FU treatment (*n* = 3). Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, two-sided *t*-test in **b**, **d**, **f**, **g**, **i**, **m**, **l**

Next, we assessed apoptosis using flow cytometry with Annexin V and 7-AAD staining. The ratio of the apoptotic fractions in the CD34^−^ HSC and CD34^+^ HSC compartments was no different in cells from Reg1^Δ/Δ^ or control BM (Fig. 3h, i). Therefore, we concluded that the increase of HSPCs in Reg1^Δ/Δ^ BM was due to cell cycle progression, and that apoptosis was not responsible.

Next, to elucidate the function of Regnase-1 following hematopoietic stress, we subjected Reg1^Δ/Δ^ mice to myelotoxic stress using 5-FU. Reg1^Δ/Δ^ mice were more sensitive to repetitive 5-FU administration, and died significantly earlier than control Reg1^flox/flox^ mice (Fig. 3j). To evaluate the impact of Regnase-1 deletion during BM ablation and recovery, the kinetics of HSC repopulation were established after a single injection of 5-FU. Consistent with results under the steady state, LSK-HSCs from Reg1^Δ/Δ^ mouse BM rapidly increased more than in control LSK-HSCs after 5-FU treatment. The absolute numbers of LSK-HSCs on day 4 after 5-FU treatment also significantly increased in the BM of Reg1^Δ/Δ^ mice relative to controls (Fig. 3k, l). 5-FU induces apoptosis of proliferating cells, but many quiescent G0 phase LSK-HSCs in Regnase-1-deficient mice show resistance to 5-FU and may lead to subsequent increase. After 5-FU treatment, Regnase-1 expression in LSK-HSCs from WT mice was up-regulated, coinciding with HSPC expansion (Fig. 3m). These data demonstrate that Regnase-1 has a critical role in the suppression of cell cycle entry and thereby, Reg1 deficiency induces excessive activation and proliferation of HSPCs after myeloablative stress.

### Regnase-1 deficiency causes impaired hematopoietic function

Because Regnase-1 deficiency results in an excessive expansion of HSPCs and a decline in the maintenance of the hematopoietic system, we investigated whether Regnase-1 deletion leads to overt disease. We followed the long-term survival and changes in hematopoiesis of Reg1^Δ/Δ^ mice. Strikingly, all such mice gradually developed abnormal hematopoiesis, and lost weight, and died within 110 days (Fig. 4a). Macroscopically, 10-week-old Reg1^Δ/Δ^ mice exhibited severe splenomegaly and mesenteric lymphadenopathy (Fig. 4b, c). Marked decreases of red blood cells, platelets, and hemoglobin concentration, and slight or no alteration of erythropoiesis and megakaryopoiesis were observed in Reg1^Δ/Δ^ mice (Supplementary Fig. 2a-e). PB of these 8 week-old mice had an elevated granulocyte population (Gr1^+^) and reduced T lymphoid population (CD3^+^) relative to control Reg1^flox/flox^ animals (Fig. 4d, e). Reg1^Δ/Δ^ BM also contained significantly expanded Gr1^+^ and Mac1^+^ myeloid populations and reduced lymphoid populations **(**Fig. 4f, g). Juvenile Reg1^Δ/Δ^ mice (2-weeks-old) also exhibited moderate abnormalities in lineage-committed cells in the PB and BM (Supplementary Fig. 3a, b). On the other hand, hematopoietic-specific Regnase-1 hetero-knockout Reg1^Δ/+^ mice (Vav1-iCre; Regnase-1^flox/+^) were viable, and showed normal growth and appearance until they were 6-months-old. They then showed weakness later, and almost all died within 14 months (Fig. 4h). Reg1^Δ/+^ mice also displayed severe splenomegaly and mesenteric lymphadenopathy (Fig. 4i, j), and expansion of LSK-HSPC and CD34^−^ HSC subpopulations in BM (Fig. 4k, l). Flow cytometric analysis of PB and BM cells of the Reg1^Δ/+^ mice revealed a tendency for increased myeloid populations and decreased lymphoid populations, similar to Reg1^Δ/Δ^ mice (Fig. 4m). This suggests that a single Regnase-1 allele is insufficient for maintaining normal hematopoiesis. Collectively, these results imply an indispensable role for Regnase-1 in the maintenance of normal hematopoiesis and that a reduction of Regnase-1 expression in HSPCs leads to the development of pathological hematopoiesis.

**Fig. 4:**
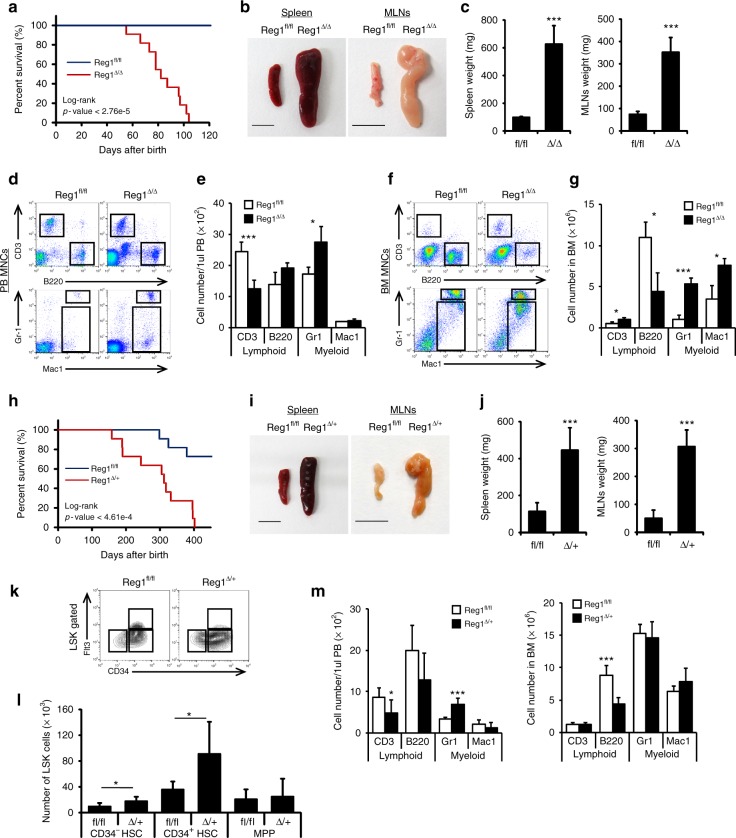
Loss of Regnase1 causes impaired hematopoietic functions. **a** Kaplan-Meier survival curve of control (fl/fl) and Regnase-1-KO (Δ/Δ) mice (*n* = 11). *P* values were calculated by the logrank test. **b** Representative gross appearance of the spleen and mesenteric lymph nodes (MLNs) collected from 8-week-old mice as indicated. The scale bars represent 1 cm. **c** Spleen (right) and MLNs (left) weight of 8-week-old mice as indicated (*n* = 4 per group). **d** Flow cytometric analysis of lymphocytes and monocytes in PBMCs from 8-week-old mice as indicated (*n* = 3 per group; 3 independent experiments). **e** Quantification of frequencies of lymphoid and myeloid cells in PBMCs. **f** Flow cytometric analysis of lymphocytes and monocytes in BM MNCs from 8-week-old mice as indicated (*n* = 3 per group; 3 independent experiments). **g** Quantification of frequencies of lymphoid and myeloid cells in bone marrow MNCs. **h** Kaplan-Meier survival curve of control (fl/fl) and Regnase-1 hetero-mutant (fl/Δ) mice (*n* = 11). *P* values were calculated by the logrank test. **i** Representative images of the spleen and MLNs collected from 12-month-old mice as indicated. The scale bars represent 1 cm. **j** Spleen (right) and MLNs (left) weight of 12-month-old mice as indicated (*n* = 4 per group). **k**, **l** Representative flow cytometric analysis and quantitative evaluation of LSK-HSC numbers in the BM of 8-week-old mice as indicated (*n* = 3 per group; 3 independent experiments). **m** Quantification of ratios of lymphocytes and monocytes in PB (left) and BM (right) MNCs from 12-month-old mice as indicated (*n* = 3 per group; 3 independent experiments). The ratio was calculated by flow cytometric analysis. Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, logrank test in **h**, two-sided *t*-test in **c**, **e**, **g**, **j**, **m**, **l**

### Loss of Regnase-1 leads to aberrant differentiation

We next tested whether loss of Regnase-1 in HSPCs relates to the development of leukemia. Aberrant blast cells with nucleoli were observed in the PB of 8-week-old Reg1^Δ/Δ^ mice and were also seen in the BM (Fig. 5a, b, Supplementary Fig. 4a, b). Mononuclear cells in PB and BM were analyzed further to reveal the variations in disease phenotype. In PB from Reg1^Δ/Δ^ mice, we observed 1–14% of lymphoblasts, 16–22% of atypical lymphocytes exhibiting abnormal nuclear morphology, 2–4% of mature myelocytes and metamyelocytes, and 1–16% of atypical cells including stab cells in the neutrophil population. In addition, 3–8% of monoblasts and 6–20% of atypical mononuclear cells were seen, and proerythroblastic-polychromatophilic erythroblasts were also observed. Furthermore, 1% of myeloblasts was present, and total white blood cell counts were increased; therefore we diagnosed abnormal hematopoiesis, such as MPN (Fig. 5c, d). Reg1^Δ/+^ mice also had a similar phenotype (Supplementary Fig. 4c). BM of Reg1^Δ/Δ^ mice manifested no significant differences in frequencies of neutrophil populations, but had an expanded monocyte and reduced lymphocyte population. In addition, morphologically abnormal cell populations with increased cell volume or irregular nuclear shape were present in the leukocyte population i.e., neutrophils, monocytes, and lymphocytes, in Reg1^Δ/Δ^ mouse BM (Supplementary Fig. 4d). Consistent with abnormalities in the mononuclear cells, LSK HSPCs from Reg1^Δ/Δ^ mice displayed enlarged nuclei and aberrant cell shapes (Fig. 5e). These results suggest that Regnase-1 is required to maintain normal hematopoiesis and that disrupted expression of Regnase-1 leads to aberrant differentiation. In recipients transplanted with MNCs from BM of Reg1^Δ/Δ^ mice, abnormal proliferation of donor-derived HSPCs, splenomegaly, and an abnormal hematopoietic phenotype of PB was observed, but blasts were not present in the PB. These results indicate that Reg1^Δ/Δ^ mouse-derived aberrant cells are transplantable (Supplementary Fig. 5a–d). The phenotype of Regnase-1-deficient mice is not completely consistent with AML pathology, but does exhibit aberrant differentiation and proliferation of the HC.

**Fig. 5:**
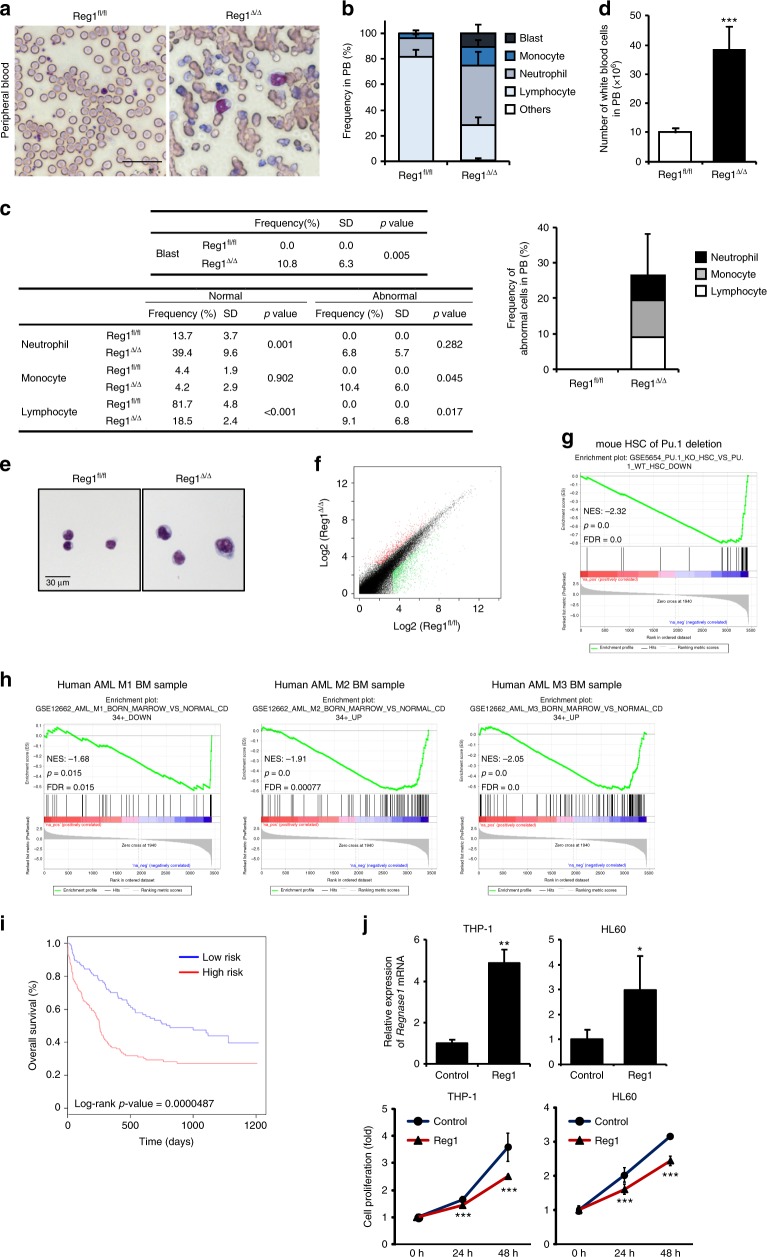
Regnase-1-deleted HSPCs show a phenotype and gene expression profile similar to leukemia. **a** Representative field of Wright-Giemsa-stained BM smears of 8-week-old control (fl/fl) and Regnase-1-KO (Δ/Δ) mice. The scale bar shows 30 μm. **b** Quantification of frequencies of blasts and other MNCs in PB on Wright-Giemsa-staining (*n* = 3 per group; 3 independent experiments). **c** Quantification of abnormal cells in the PB. **d** Peripheral white blood cell counts in blood samples from 8-week-old control (fl/fl) or Regnase-1-KO (Δ/Δ) mice (*n* = 3 per group). **e** Wright-Giemsa staining of CD34^−^ HSCs. The scale bars represent 30 μm. **f** Scatter-plot representation of the transcriptional differences between control Reg1^flox/flox^ (fl/fl) and Vav1-iCre; Regnase-1^flox/flox^(Δ/Δ) CD34^−^ HSCs. The color indicates >2-fold differential gene expression (*n* = 3 per group and *n* = 2 per group; 2 independent experiments; the average of the two is shown). **g** Gene set enrichment analysis comparing CD34^−^ HSCs from control (fl/fl) and Regnase-1-KO (Δ/Δ) mice with the association between genes upregulated following Regnase-1 deletion and Pu.1 deletion. **h** Human HSC signatures of AML compared with Regnase-1-deficient CD34^−^ HSCs. The normalized enrichment scores (NES), *P*-value and *q*-value (FDR) are indicated on each plot. **i** Kaplan-Meier plot of AML patient survival data based on similarity of gene expression profiles of loss of Regnase-1. *P* values were calculated by the logrank test. **j** *Regnase-1* mRNA expression (upper panel) and proliferation (lower panel) of THP1 and HL60 leukemic cells transfected with mouse Regnase-1 cDNA expression vector (*n* = 3 per group; 3 independent experiments). Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, log rank test in **i**, two-sided *t*-test in **c**, **d**, **j**

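The 2 experiments differed more from each other than the groups did. The correlation of log2(TPM + 1) across transcripts was on average 0.90 for pairs of samples from the same experiment and 0.59 for pairs from different experiments. It was not computed across genes. In the first experiment, 72028 ± 843 transcripts had a TPM above 0 in the controls and 65332 ± 608 in the libraries labelled Reg1Δ/Δ (SD, n = 3). In the second, the numbers were 39959 ± 2670 and 41686 ± 3560 (SD, n = 2). Genes with a TPM of at least 1 numbered 14294 ± 16.1 in the controls and 12026 ± 21.1 in the libraries labelled Reg1Δ/Δ of the first experiment (SD, n = 3), and 13542 ± 248 and 11327 ± 100.4 in the second (SD, n = 2). Protein-coding transcripts held 46.7% of the TPM in the controls of the first experiment and 78.3% in those of the second. Both groups were present in each experiment, so the experiment could be entered as a covariate. The highest correlation of any pair of samples across transcripts was 0.962, and no library held the values of another.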

To confirm the relevance of Regnase-1 deficiency for AML pathogenesis, we undertook RNA-seq-based genome-wide gene expression profiling using CD34^−^ HSCs collected from control Reg1^flox/flox^ and Reg1^Δ/Δ^ mice BM. RNA-seq revealed that the expression of many genes was altered in Reg1^Δ/Δ^ mice (Fig. 5f). 

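Of the 12874 tested genes, 1933 were higher and 4880 lower in the libraries labelled Reg1Δ/Δ at FDR under 0.05 (limma). More than 2-fold, 286 genes were higher and 2579 lower. With the replicate number as a block, 1703 genes were higher and 4545 lower at the same FDR. The balance of higher and lower genes depended on the scaling of the values. Quantile normalization raised the median log2 fold change of all tested genes by 0.40, from −0.25 to 0.14, and gave 3861 higher and 2636 lower genes. Median-of-ratios scaling raised the median by 0.30, and gave 3973 higher and 3425 lower genes. More than 2-fold, lower genes stayed more numerous under both, with 877 higher and 1339 lower after quantile normalization and 776 higher and 1936 lower after median-of-ratios scaling. Across all tested genes, the log2 fold changes of the 2 experiments had a Spearman's rho of 0.764 (across genes, which are not independent replicates). Among protein-coding genes with FDR under 0.05, a mean TPM of at least 10 in the higher group and no overlap of the groups within experiments, 1387 were higher and 2342 were lower. The largest rises were those of Iigp1 (log2 fold change 4.10), Gm4841 (3.63), H2-Eb1 (3.48), Igtp (3.47) and Tubb3 (3.45). Iigp1 had 226 ± 55.3 TPM in the libraries labelled Reg1Δ/Δ and 12.3 ± 3.78 TPM in the controls (SD, n = 5). The largest falls were those of Igll1 (−6.81), Vpreb1 (−6.26), Cd79a (−6.12), Dntt (−6.10) and Vpreb3 (−6.00). Igll1, on chromosome 16, had 1.28 ± 2.29 TPM in the libraries labelled Reg1Δ/Δ and 244 ± 124 TPM in the controls (SD, n = 5). In control replicate 1 it had 36.5 TPM, against at least 223 TPM in each of the other controls. These 10 genes kept their direction under both scalings.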

Consistent with the morphological analysis, gene set enrichment analysis (GSEA) revealed that the genes downregulated in CD34^−^ HSC following Regnase-1 deletion were statistically significantly similar to an *a priori-*defined set of genes in HSCs from Pu.1-deficient mice, taken to model AML (Fig. 5g). 

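Genes were ranked by log2 fold change and tested by preranked GSEA with 10000 gene permutations, which treats genes as independent. The gene sets were read as far as Supplementary Data 5 lists them here, at most 49 genes per set, and joined to the mouse genes by identical symbol. Of the genes lower in Pu.1-deficient HSCs than in wild-type HSCs, 49 were listed and 36 were among the tested genes. Their NES was −1.94 (p = 1.03e-04, the smallest that the permutations can give, FDR = 4.14e-04), so they lay toward the genes lower in the libraries labelled Reg1Δ/Δ. In the set 30 of the 36 genes were lower, and the median log2 fold change was −1.47. The 3 genes with the largest change in its leading edge were Cd79b (log2 fold change −4.17), Ctsh (−3.29) and Cybb (−3.26). Of the genes higher in Pu.1-deficient HSCs, 33 were tested, and they also lay toward the lower genes (NES −1.63, gene permutation p = 0.00146, FDR = 0.00292). Their leading genes were Lcn2 (−4.33), Cd177 (−3.64) and Cd72 (−3.50). When only the genes with a TPM of at least 1 in every sample were ranked, the NES of this set changed sign to 1.61 (FDR = 0.063). This filter removes genes that fell below 1 TPM in a library labelled Reg1Δ/Δ, among them Lcn2, Cd177 and Cd72, and left 13 of the 33 genes, so the change of sign is no measure of stability. From the similarity of the genes downregulated after Regnase-1 deletion to a gene set of Pu.1-deficient HSCs (Fig. 5g), the paper draws a parallel with HSCs from Pu.1-deficient mice, which it takes as a model of AML.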

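Supplementary Data 5 lists genes that are higher (UP) or lower (DOWN) in bone marrow of AML patients of subtypes M1, M2 and M3 than in normal CD34-positive cells. All 6 sets lay toward the genes lower in the libraries labelled Reg1Δ/Δ, the UP sets as well as the DOWN sets. For M1, the NES was −1.53 for the UP set (42 genes, FDR = 0.00591) and −1.86 for the DOWN set (36 genes, FDR = 4.14e-04). For M2, it was −1.61 for the UP set (45 genes, FDR = 0.00164) and −1.18 for the DOWN set (32 genes, FDR = 0.22). For M3, it was −1.52 for the UP set (34 genes, FDR = 0.0107) and −1.41 for the DOWN set (37 genes, FDR = 0.0356). At the paper's threshold for gene sets, 5 of the 6 sets as read here passed and the DOWN set of M2 did not. The FDR used here is that of Benjamini-Hochberg over the 8 Pu.1 and AML sets. By camera, another gene set test of limma, the p values of the UP sets of M1, M2 and M3 were 0.00181, 0.00378 and 0.0406. Those of the DOWN sets were 0.467, 0.416 (toward the higher genes) and 0.979, so no DOWN set passed by camera. In the paper's Supplementary Data 6 the AML sets hold from 35 (DOWN set of M1) to 125 genes (DOWN set of M3). For the larger sets, passing and leading genes therefore describe only the part read. The median log2 fold change was −0.61, −0.70 and −0.88 in the UP sets of M1, M2 and M3. In the DOWN sets it was −0.22, −0.08 and −0.23, not below the −0.25 of all tested genes, and the scores of these sets came from 10, 6 and 10 genes in their leading edges. Igll1, Hlf (−5.22) and Blnk (−5.13) led the DOWN set of M1, Gcnt2 (−3.88), Acot1 (−2.75) and Auts2 (−2.68) that of M2, and Blnk, Ablim1 (−3.46) and Bcat1 (−3.11) that of M3. The UP sets were led by Angpt1 (−3.06), Ctss (−2.95) and Antxr2 (−2.29) for M1, by Cfp (−2.77), Cd93 (−2.64) and Cd96 (−2.55) for M2, and by Atp1b1 (−2.45), Abr (−2.43) and Ankrd13d (−2.43) for M3. When only genes with a mean TPM above the 75th percentile were ranked, the UP set of M3 changed sign (NES 1.32), as did the DOWN sets of M2 (1.48) and M3 (1.56), and no set passed the threshold. Only 6 to 10 genes per set were left at this setting, too few for the sign changes to weigh much.

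**Figure D2:**
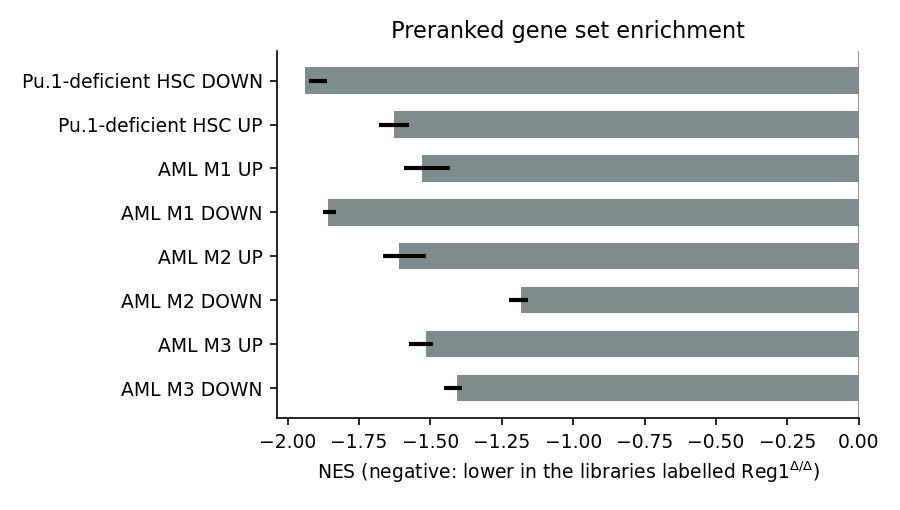
NES of the Pu.1 and AML gene sets (horizontal axis, no unit), one bar per set; black lines span the fits that each left out 1 sample. All 8 bars point to the genes lower in the libraries labelled Reg1Δ/Δ, from −1.18 for the DOWN set of M2 to −1.94 for the DOWN set of Pu.1-deficient HSCs.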

A comparison of gene expression sets between CD34^−^ HSCs from Regnase-1-deleted mice and BM from human AML-M1, M2, and M3 patients indicated significantly similar concordant differences in gene expression between Regnase-1-deleted CD34^−^ HSCs and human AML cells (Fig. 5h). Although *Regnase-1* mRNA expression was not associated with prognosis, patients whose AML cells exhibited gene expression profiles similar to Regnase-1-deficient CD34^−^ HSCs had a poor prognosis (Fig. 5i, Supplementary Data 1). In addition, we found that overexpression of Regnase-1 suppresses the exuberant growth of THP1 and HL60 cells (Fig. 5j).

### Regnase-1 regulates the stability of *Gata2* and *Tal1* mRNA

Regnase-1 has been reported to control target gene expression by recognizing the specific 3′UTR elements of mRNA and to facilitate ribonuclease-mediated degradation^31^. To identify Regnase-1 target mRNAs in CD34^−^ HSCs, we constructed luciferase reporter vectors by inserting the 3′UTRs of candidate mRNAs into the 3′ site of the luciferase expression cassette and then determining whether these 3′UTRs were actually Regnase-1 binding sites for degradation. 

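Among transcription factors of hematopoiesis, Gata2 (ENSMUSG00000015053, chromosome 6 of GRCm38, 88193891 to 88207032) had 41.8 ± 7.51 TPM in the libraries labelled Reg1Δ/Δ and 103 ± 13.0 TPM in the controls (SD, n = 5). Its log2 fold change was −1.28 (standard error 0.13, FDR = 3.67e-05 by limma), and it was lower in every library labelled Reg1Δ/Δ than in every control of its experiment. The deleted gene itself was higher in these libraries, so directions follow the labels. Of the tested markers, 7 of 7 HSC markers and 3 of 4 genes of the sort markers (Kit, Cd34 and Flt3) were lower in these libraries too. Values of whole samples cannot tell a change within cells from a difference in the cells that were sorted. Tal1 (chromosome 4, 115056426 to 115071755) had a log2 fold change of 0.43 (standard error 0.14, FDR = 0.0265). It was above every control of its experiment in 4 of 5 libraries labelled Reg1Δ/Δ, and with the replicate number as a block its FDR was 0.0651. With each of the 10 samples left out in turn, the FDR of Tal1 was 0.05 or more in 6 fits, with log2 fold changes from 0.37 to 0.52, and in the first experiment alone it was 0.248. In the second experiment alone its log2 fold change was 0.66 (FDR = 0.0447). It was 0.88 (FDR = 4.56e-04) after quantile normalization and 0.75 (FDR = 4.83e-04) after median-of-ratios scaling. Both scalings raise the median fold change of all tested genes, so the larger rise of Tal1 under them says little about scaling. Bmi1 (chromosome 2) was lower, with a log2 fold change of −0.75 (FDR = 0.0107), and of −0.60 (FDR = 0.0322) after quantile normalization, but −0.40 (FDR = 0.109) after median-of-ratios scaling. Ctnnb1 (chromosome 9) did not differ beyond the replicate error (log2 fold change −0.22, FDR = 0.188) and was lower after quantile normalization (−0.34, FDR = 0.0487). It changed sign after median-of-ratios scaling (0.13, FDR = 0.335), which raised the median fold change of all tested genes. Runx1 (chromosome 16) was lower, with a log2 fold change of −1.48 (FDR = 1.77e-04). Egr1 (chromosome 18) was lower as well, with a log2 fold change of −2.47 (FDR = 0.0123), but 1 control had 132 TPM and the others had 7.63 to 9.13 TPM. After quantile normalization, the FDR of Egr1 was 0.0895. Hoxb4 (chromosome 11) was below the filter, with a mean of 0.577 TPM in the libraries labelled Reg1Δ/Δ and 1.04 TPM in the controls. For the 6 of these genes that were tested, the difference did not vary between the 2 experiments beyond error (limma, interaction FDR of 0.428 or more).

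**Figure D3:**
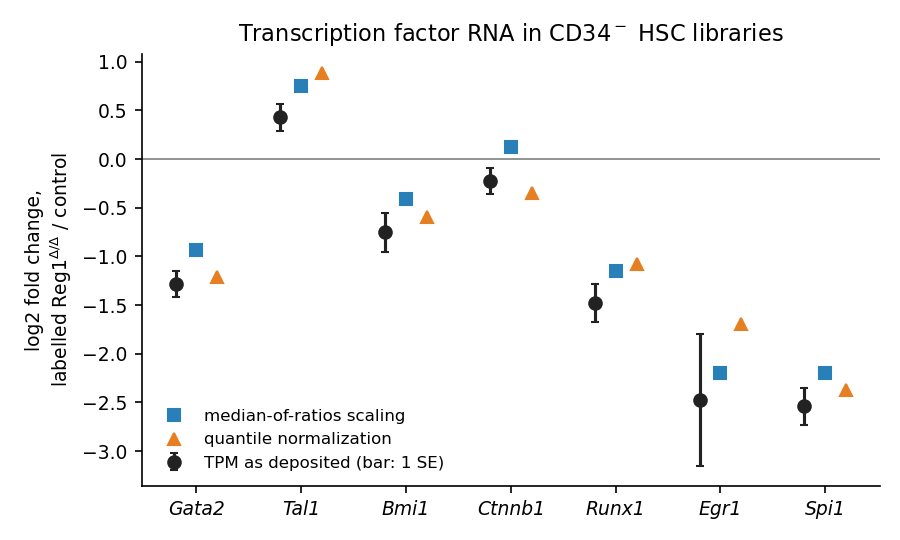
Log2 fold change (the libraries labelled Reg1Δ/Δ over control, vertical axis) of 6 of these transcription factors and of Spi1, which encodes Pu.1; circles with bars of 1 standard error are TPM as deposited, squares are median-of-ratios scaling and triangles are quantile normalization. Gata2 sits below 0 and Tal1 above 0 under each scaling, and Ctnnb1 lies on both sides of 0. Median-of-ratios scaling and quantile normalization raise the median fold change of all tested genes.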

Because Regnase-1 degrades various target mRNAs^32^ and RNA-Seq analysis showed that the expression of numerous genes is affected by Regnase-1 deficiency (Fig. 5f), we focused on transcription factors that affect the expression of a wide range of genes important for hematopoiesis, such as *Gata2*, *Tal1*, *Bmi1*, *Ctnnb1*, *Runx1*, *Hoxb4*, and *Egr1*. In accordance with a previous report^33^, co-transfection of luciferase reporter vectors of candidate genes together with the Regnase-1 expression vector resulted in suppression of luciferase activity caused by the RNase-activity of Regnase-1, relative to co-transfection with Regnase-1 lacking the RNase activity vector (Fig. 6a, Supplementary Fig. 6). Next, the identity of the candidate genes affected by Regnase-1 overexpression was confirmed by real-time QPCR. We concluded that *Gata2* and *Tal1* were prime targets of Regnase-1, because expression of these mRNAs was significantly upregulated in CD34^−^ HSCs from Reg1^Δ/Δ^ mice (Fig. 6b). To confirm that the degradation of *Gata2* and *Tal1* mRNA is directly induced by Regnase-1, we performed Northern blotting. Overexpressing Regnase-1 in THP1 cells attenuated *Gata2* and *Tal1* mRNA expression by accelerating the degradation of these mRNAs, but did not alter *CD34* mRNA degradation. (Fig. 6c, Supplementary Fig. 7a). Moreover, the half-lives of *Gata2* and *Tal1* mRNA were extended in Regnase-1-deficient CD34^−^ HSCs relative to CD34^−^ HSCs from control mice (Fig. 6d). In summary, our findings suggest that *Gata2* and *Tal1* identified by bioinformatics analysis are indeed recognized and degraded by Regnase-1.

**Fig. 6:**
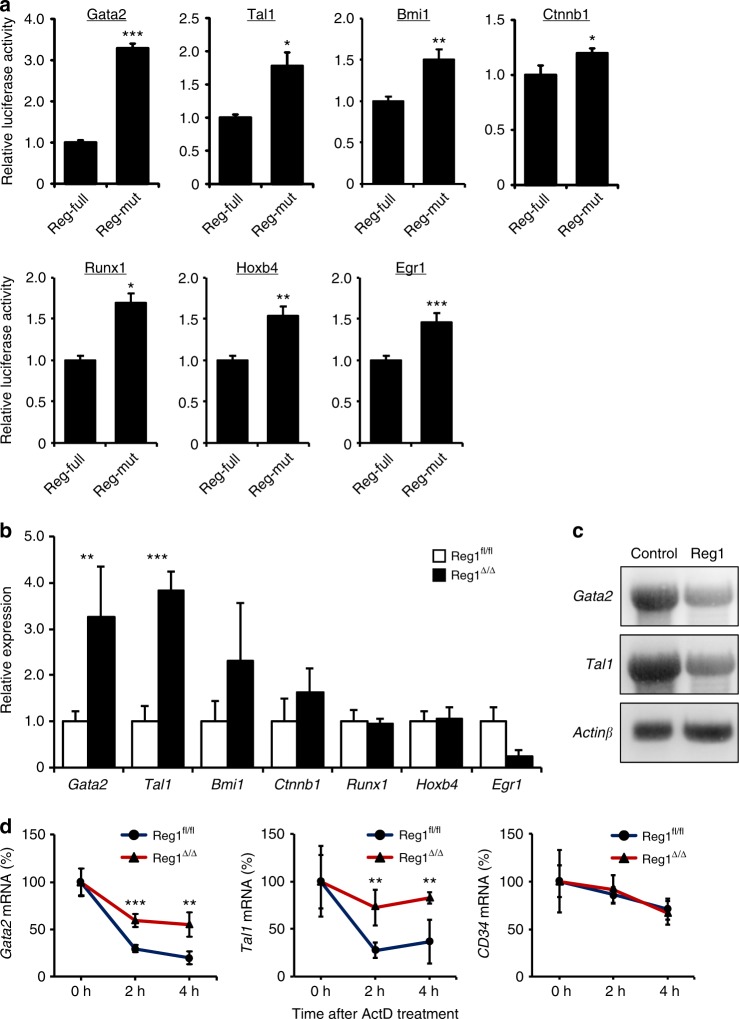
Regnase-1 recognizes and degrades *Gata2* and *Tal1* mRNA. **a** Luciferase activity of HEK293 cells transfected with luciferase reporter plasmids containing 3′UTRs of the indicated genes and either *Regnase-1* expression plasmid or inactive *Regnase-1* mutant plasmid (3 independent experiments). **b** qRT-PCR analysis of candidate gene expression in CD34^−^ HSCs from control (fl/fl) or Regnase-1-KO (Δ/Δ) mice BM (*n* = 3 per group; 3 independent experiments). **c** THP1 cells were transfected with human *Regnase-1* cDNA expression vector or control (empty) vector. After 48 h, levels of *Gata2*, *Tal1*, and *Actin β*mRNA were determined by Northern blotting. Representative data of two independent experiments are shown. **d** Quantitative RT-PCR of *Gata2*, *Tal1*, and *CD34* expression in CD34^−^ HSCs from control (fl/fl) or Regnase-1-KO (Δ/Δ) mouse BM treated for 0–4 h with actinomycin D (ActD) (*n* = 3 mice per group). Data are expressed as fold-change relative to 0 h treatment. Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, two-sided *t*-test in **a**, **b**, **d**

### Regnase-1 regulates degradation of Gata2 and Tal1 mRNA

Next, we investigated whether inhibition of Gata2 and Tal1 in CD34^−^ HSCs of Reg1^Δ/Δ^ mice rescues the excessive HSPC self-renewal and subsequent development of aberrant differentiation. We did this by infection with an shRNA virus and confirmed knock-down of the expression of the targeted gene (Fig. 7a). To investigate the effect of *Gata2* and *Tal1* knock-down on the proliferation and differentiation of Reg1^Δ/Δ^ CD34^−^ HSCs, we performed colony-forming assays. As expected, shRNA-mediated suppression of either or both *Gata2* and *Tal1* expression partially rescued the colony-forming ability of CD34^−^ HSCs from Reg1^Δ/Δ^ mice, whereas scrambled control shRNA had no effect **(**Fig. 7b). However, knock-down of *Bmi1* (non-candidate control gene) did not alter the colony forming ability of Reg1^Δ/Δ^ CD34^−^ HSCs, suggesting that aberrant proliferation of these CD34^−^ HSCs is induced by excessive expression of *Gata2* and *Tal1*. In addition, we investigated the effect of shRNA-induced knockdown of *Gata2* and *Tal1* for leukemia development in vivo. Upon transplantation, engrafted *Gata2* and *Tal1* knockdown LSK cells from Reg1^Δ/Δ^ BM showed moderate LSK-HSC or CD34^−^ HSC expansion compared to controls (Fig. 7c–f). Correspondingly, Gata2 and Tal1 down-regulation partially alleviated splenomegaly and mesenteric lymphadenopathy (Fig. 7g). We investigated whether Gata2 and Tal1 overexpression is involved in the observed cell cycle abnormalities of Regnase-1-deficient HSPCs. Cell cycle abnormalities observed in CD34^−^ HSCs due to Regnase-1 deficiency were partially recovered by knock-down of *Gata2* and *Tal1* expression (Fig. 7h). In summary, our in vitro and in vivo data indicate that dysfunction of Regnase-1 causes hyperactive Gata2 and Tal1 function, resulting in exuberant self-renewal of HSPCs and aberrant differentiation.

**Fig. 7:**
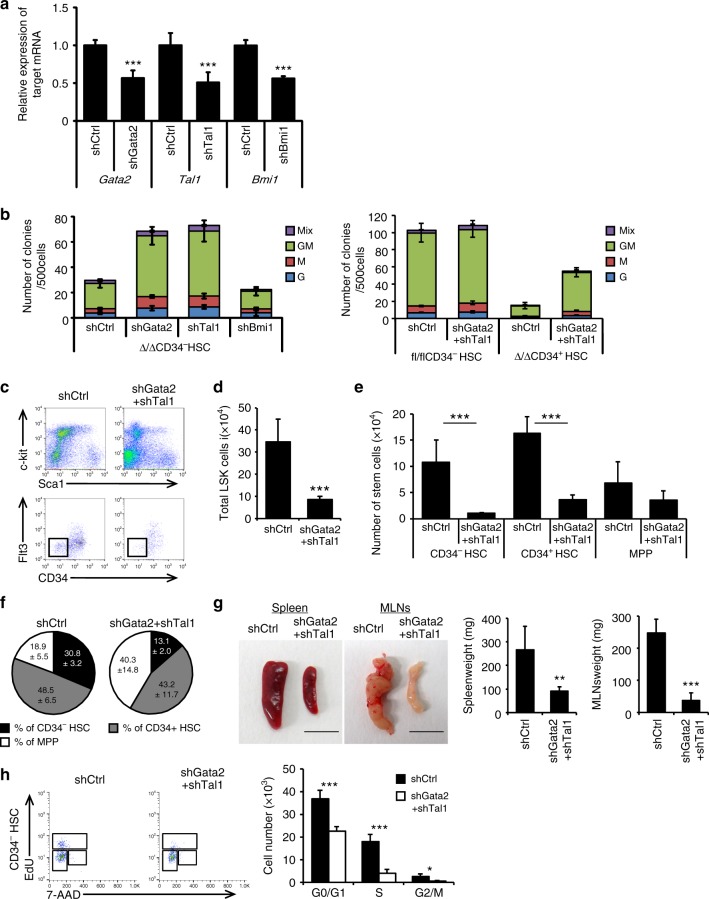
The effect of Regnase-1 on HSPCs is mediated through Gata2 and Tal1. **a** Relative expression of *Gata2*, *Tal1*, and *Bmi1* in CD34^−^ HSCs infected with shRNA virus targeting *Gata2*, *Tal1*, *Bmi1* or scrambled control (shCtrl). Bmi1 was used as a non-candidate negative control. Data are expressed as fold-change relative to control shRNA infection (*n* = 3 per group). **b** Colony-forming assay of Regnase-1-deficient CD34^−^ HSCs infected with either an shCtrl, shGata2, or shTal1 shRNA virus (left), and control (fl/fl) or Regnase-1-KO (Δ/Δ) CD34^−^ HSCs infected with control or shGata2+ shTal1 shRNA virus (right). G indicates CFU-granulocyte; GM CFU-granulocyte/monocyte; M CFU-monocyte; E CFU-erythroid; and mix mixed CFU-granulocytes, monocyte, erythroid, and megakaryocyte (*n* = 4 per group; 4 independent experiments). **c** Regnase-1-KO (Δ/Δ) CD34^−^ HSCs infected with shCtrl or shGata2+ shTal1 shRNA virus were transplanted and analyzed by flow cytometry (*n* = 3 per group; 3 independent experiments). **d**–**f** Numbers and populations of LSK-HSCs or CD34^−^ HSCs in total BM assessed by flow cytometry in **c**. Data represent the means ± SD. **g** Representative gross appearance of the spleen and mesenteric lymph nodes (MLNs) collected from bone marrow-transplanted mice as shown in **c**. The scale bars represent 1 cm. **h** Cell-cycle analysis of control BM CD34^−^ HSCs in **c** by flow cytometry using EdU/7AAD staining. Dot plots indicate the frequency of CD34^−^ HSCs in G0/G1 (EdU^−^ 7AAD^−^), G2/M (EdU^+^), or S (EdU^+^ 7AAD^+^) phase of the cell cycle (*n* = 3 per group; 2 independent experiments). Error bars indicate mean ± SD. *p < 0.05; **p < 0.01, ***p < 0.005, two-sided *t*-test in **a**, **d**, **e**, **g**, **h**. Regnase-1 is known to mediate post-trasncriptional regulatory activity through degradation of target mRNAs. Here, the authors show that Regnase-1 regulates self-renewal of haematopoietic stem and progenitor cells through modulation of the stability of Gata2 and Tal1 mRNA

## Discussion

HSPC homeostasis must be maintained by proper regulation of intracellular signaling for the continuous provision of blood cells throughout life. The cell fate of HSPCs, self-renewal, quiescence, and differentiation is decided by a network of transcription factors^34,35^. However, the regulatory mechanisms responsible for the intricate coordination of transcription factors in HSPCs according to the situation has not been investigated. Here, we identified Regnase-1 as a molecule expressed in HSPCs and inversely correlated with their proliferative capacity. A previous report had shown that Regnase-1 modulates immune responses by degrading inflammatory cytokine mRNAs in macrophages and T lymphocytes^14^. Using mice lacking Regnase-1 in hematopoietic cells, we report that this factor controls proliferation and differentiation of CD34^−^ HSCs and is also involved in homeostasis of myelopoiesis. A significant expansion of Regnase-1-deficient CD34^−^ HSCs was provoked through promoting cell cycle progression, accompanied by an aberrant expression of cyclin-dependent kinase inhibitory proteins. Importantly, Regnase-1-deficient mice exhibited abnormal hematopoiesis including a marked accumulation of abnormal blasts in the blood, lethal within three months of age. Mechanistically, we found that Regnase-1 targets the 3′UTR of mRNAs encoding *Gata2* and *Tal1*, and post-transcriptionally modulates their activity through mRNA degradation. Excessive proliferation of HSPC resulting from Regnase-1 deficiency may allow progression to abnormal hematopoiesis by promoting mutagenesis. Collectively, our data reveal a role for Regnase-1 in regulating HSPC proliferation in hematopoietic homeostasis, the dysfunction of which could lead to the generation of leukemic cells.

The fate of hematopoietic cells is controlled through transcription factor-mediated gene expression. Thus far, many transcription factors related to HSPC development have been identified, and their functional roles clarified by studies using genetically modified mice^36,37^. However, hematopoiesis in the living organism is not controlled by the simple presence or absence of transcription factors, but by intricately refined tuning of their activities. In addition, gene regulatory networks involving interactions of many different combinations of transcription factors with diverse activities ensure robustness and adaptability of HSPC function. In our study, we found that Regnase-1 degrades *Gata2* and *Tal1* mRNA, which encode transcription factors essential for HSPC integrity. Loss of function of Regnase-1 in HSPCs results in up-regulation of Gata2 and Tal1 expression and leads to excessive self-renewal. These findings suggest that Regnase-1 could have a role in fine tuning the transcription factor network by post-transcriptional regulation. Regnase-1 is a member of the CCCH zinc finger protein family harboring a PIN domain with RNAse activity. Several studies have demonstrated that Regnase-1 acts as a transcription factor regulating apoptosis-related gene expression and that it has a role in miRNA biogenesis by cleaving target pre-miRNAs^38,39^. Recently, it was reported that Regnase-1 has post-transcriptional regulatory activity through recognition of the specific 3′UTR sequence of the target mRNA and induction of mRNA degradation via its RNAse activity, but data on the binding sequence of Regnase-1 and mechanism of RNA cleavage are still limited^40,41^. In macrophages, Regnase-1 controls the immune response by degrading mRNAs encoding *IL-1β*, *IL-6*, and *IL-12p40* mRNA^16^, whereas in T cells, it targets mRNAs encoding immunoregulatory proteins such as *c-Rel*, *OX40*, and *IL-2*^16^. Because the target mRNA varies depending on cell type, we showed that *Gata2* and *Tal1* degradation is specific for CD34^−^HSCs, although inflammatory cytokine expression was not significantly altered in Regnase-1-deleted HSPCs. Regnase-1 deficiency in immune cells such as macrophages and T-cells causes a systemic inflammatory and severe autoimmune disease phenotype^14,16^. Our results show that Regnase-1 deletion in HSPCs leads to their excessive proliferation and aberrant differentiation. Therefore, Regnase-1 regulates specific mRNA expression in each blood cell type and functions in a context-dependent manner. On the other hand, because Cre-mediated Regnase-1 deletion occurred not only in HSPCs but also lineage-committed cells in Vav1-iCre; Regnase-1^flox/flox^ mice, phenotypes in mutant mice are not exclusively caused by abnormal HSPCs. The cell type-specific regulatory mechanism of Regnase-1 might involve cell-specific functions of this factor. During an inflammatory response, Regnase-1 expression is regulated by Toll-like receptor-mediated and pro-inflammatory signals in macrophages or T-cell receptor-mediated signals in T-cells^16^. For HSPC maintenance, the regulatory mechanism of expression and function of Regnase-1 has remained unclear. Further precise analysis may unmask regulatory mechanisms responsible for Regnase-1 activity by analyzing the signals from the BM microenvironmental niche.

The transcription factors Gata2 and Tal1/SCL are expressed in HSPCs and are implicated in hematopoietic differentiation and proliferation^42,43^. Either reduction or gain of Gata2 function caused by genetic alteration leads to abnormal hematopoiesis and predisposes to AML. Lower amounts of Gata2 caused by mutations contribute to the development of myelodysplastic syndrome (MDS) and AML^44^. Gata2 is highly expressed in AML and its overexpression through p38/ERK-dependent signaling portends a poor prognosis of cytogenetically normal AML^45,46^. Gene knockdown or pharmacological inhibition of Gata2 in AML cells can relieve drug resistance by inducing an increase of the apoptotic population. (Yang, L., Sun, H., Cao, Y. *PLoS One* (2017)). Tal1 is also known to act as a proto-oncogene, and aberrant Tal1 transcription is related to the pathogenesis of T cell acute lymphoblastic leukemia (T-ALL)^47,48^. Aberrant expression of Tal1 in T-ALL represses the expression of genes controlling cell homeostasis^49,50^. We found that deletion of Regnase-1 in HSPCs causes aberrant differentiation by inducing overexpression of molecules that maintain normal hematopoiesis, such as Gata2 and Tal1. In our experiments, however, knockdown of Gata2 and Tal1 in Regnase-1-deleted HSPCs was not sufficient to fully normalize hematopoiesis. Therefore, other Regnase-1 target mRNAs are likely to exist. In addition, no direct binding of Gata2 or Tal1 to p21 or p57 promoter regions was found using chromatin immunoprecipitation assays (Supplementary Fig. 7b); thus, further exploration of the regulatory mechanisms of p21 and p57 expression by Gata2 and Tal1 is required. Further work is required to unveil the mechanism of leukemogenesis.

Regnase-1 acts as a fine-tuning regulator of global transcription factors not only for physiological hematopoiesis but also for leukemogenesis. Emerging evidence from this research using Regnase-1 knock-out mice suggests that this molecule has potential relevance for human AML. Bioinformatics analysis revealed that gene expression sets of Regnase-1-deleted mouse HSPCs were significantly enriched in the group of human AMLs tested, but gene mutations and mRNA alterations of *Regnase-1* in human AML patients had not been reported thus far. Therefore, Regnase-1 expression may be regulated by protein modification such as phosphorylation and ubiquitination. Regnase-1 is a powerful tumor suppressor gene, decreased amounts of the product of which results in the spontaneous development of abnormal hematopoiesis even in heterozygous mice. This may provide an opportunity for drug discovery for the treatment of AML. Previous studies in CD4^+^ T cells showed that Regnase-1 expression and function is suppressed by MALT1, which possesses an arginine-specific protease activity^16,51^. MALT1 inhibitors are therefore possible candidates for enhancing Regnase-1 expression, suggesting their potential as therapeutic agents in inflammatory diseases and viral infections^52,53^. For therapeutic applications, it will be necessary to elucidate the molecular mechanisms which could be employed to enhance or repress Regnase-1 activity in leukemic cells.

In summary, here we have shown that Regnase-1 contributes to hematopoietic homeostasis by post-transcriptional regulation of target mRNA stability. Regnase-1 may simultaneously modulate the expression of numerous essential factors for HSPC self-renewal and differentiation including Gata2 and Tal1. We suggest that Regnase-1, a post-transcriptional regulator, is a causative molecule for the development of abnormal hematopoiesis, and that understanding of the regulatory mechanisms controlling Regnase-1 expression and identifying additional target genes will provide valuable information for therapies targeting AML.

## Methods

### Mice

C57BL/6 mice (B6-Ly5.2) were purchased from Japan SLC (Shizuoka, Japan) and C57BL/6-Ly5.1 mice were purchased from Sankyo Labo Service (Tsukuba, Japan) and used between 6 and 12 weeks of age. Regnase-1 floxed mice were generated as previously described^16^. A2Kio/J (Vav1-iCre) mice were purchased from The Jackson Laboratory (Bar Harbor, ME). Animals were housed in environmentally controlled rooms of the animal experimentation facility at Osaka University. All experiments were carried out under the guidelines of Osaka University Committee for animal and recombinant DNA experiments and were approved by the Osaka University Institutional Review Board.

### Cell culture and transfections

Human leukemia cell lines (HL60 and THP-1) and HEK293 cells were provided by the RIKEN cell bank. Cells were maintained in RPMI-1640 medium (SIGMA) or DMEM medium (SIGMA) supplemented with 10% heat-inactivated fetal bovine serum (SIGMA). Transfections of Regnase-1 expression vector^33^ or empty vector (pcDNA3) were performed using FuGENE HD transfection reagent (Promega) according to manufacturer’s instructions. Proliferation of HL60 and THP-1 cells was evaluated using Cell Counting Kit-8 (Dojindo). All of the cells were authenticated by examination of morphology and growth characteristics, and were confirmed to be mycoplasma-free.

### Immunohistochemical analysis

Tissue fixation and staining of sections or tissues with antibodies was performed by the following method. Freshly-excised femoral or tibial bone from WT mice was embedded in super cryoembedding medium (Leica Microsystems) and frozen in liquid nitrogen. Next, 10-μm cryosections were generated via the Kawamoto film method^54^. An anti-c-Kit (AF1356, R&D Systems, dilution 1/100), anti-Sca1 (553333, BD Biosciences, dilution 1/100), anti-CD71 (113802, Biolegend, dilution 1/100) and, anti-Regnase-1 antibodies (dilution 1/100)^16^ were used for staining^55^. Cell nuclei were visualized with TO-PRO-3 and sections were examined by confocal microscopy (TCS/SP8; Leica). EdU labeling and staining was performed using a Click-iT® Plus EdU Alexa Fluor 555 Imaging Kit (Thermo Fisher) according to the manufacturer’s instructions. In all assays, isotype-matched Ig was used as a negative control and it was confirmed that the positive signals were not derived from nonspecific background. Images were processed using Photoshop CS2 software (Adobe Systems). All images shown are representative of 3 to 5 independent experiments.

### Flow cytometric analysis and cell sorting

Flow cytometry and isolation of blood cells from fetal liver and BM was performed by the following method. Briefly, fetal livers dissected from E14.5 embryos or BM cells obtained from femur and tibia were dispersed into single-cell suspension by gentle pipetting^55^. Fluorescence-labeled anti-CD34 (12-0349-42, eBioscience, dilution 1/100), -Flk2/CD135 (135309, dilution 1/100), -Sca-1 (108127, dilution 1/100), -c-Kit (105825, dilution 1/100), -FcγR (101325, dilution 1/100), -IL7Rα (121111, dilution 1/100), -CD71 (113807, dilution 1/100), -CD3 (100205, dilution 1/100), -Mac1 (101205, dilution 1/100), -B220 (103205, dilution 1/100), -Gr1 (108407, dilution 1/100), -CD45 (103134, dilution 1/100), -CD93 (136503, dilution 1/100), -CD150 (115909, dilution 1/100), -CD48 (103403, dilution 1/100), -CD45.1 (110730, dilution 1/100), -lineage Cocktail antibodies (133301, all purchased from BioLegend, dilution 1/30) were used. Stained cells were sorted by FACS Aria (BD Biosciences) and analyzed with FlowJo software (TreeStar). Gating strategies are shown in each figure and Supplementary Fig. 8. For RNA expression analysis and RNA-seq experiments, mRNA was directly isolated from sorted cells. For Giemsa staining, sorted cells were spun down onto glass slides using a Cytospin 4 instrument (Thermo Scientific) and stained with May-Grünwald-Giemsa (Muto Pure Chemicals).

### Quantitative real-time PCR (qRT-PCR)

Target gene mRNA levels were quantified by qRT-PCR or Western blotting as described^56^. PCR primers used in this work are described in Supplementary Data 2.

### Colony-forming cell (CFC) assay

CFC assays were performed by culturing LSK cells (1 × 10^3^/dish) or CD34^−^ HSCs (CD34^−^ Flk2^−^LSK) (1 × 10^3^/dish) collected from BM in triplicate 35-mm petri dishes (FALCON) containing 1 ml MethoCult GF M3434 medium (Stem Cell Technologies). After 10 days of incubation at 37 °C in 5% CO_2_ in air, colony forming unit–granulocyte monocyte (CFU-GM), colony forming unit-granulocyte (CFU-G), colony forming unit-monocyte (CFU-M), and colony-forming unit mix (CFU-Mix) were counted.

### Cell-cycle analysis and apoptosis assay

The proportion of HSPCs in G0/G1, G2/M, and S phases was analyzed using EdU incorporation assay over 24 h using Click-it EdU Alexa Fluor 647 Cell Flow Cytometry Assay Kit and Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. DNA content was detected with 7-AAD. To distinguish between cells in G0 and G1 phases, BM cells were stained with Hoechst 33342 at 37 °C. After 45 min, 1 μg/ml PY was added and cells were incubated at 37 °C for 45 min^57^. Samples were analyzed by FACSAria flow cytometry. Apoptotic cells were analyzed using the APC-Annexin V/Dead Cell Apoptosis Kit (Invitrogen) according to the manufacturer’s protocol. Briefly, BM cells were treated with reagents provided in the kit and analyzed by FACS Aria flow cytometry and quantified using the FlowJo software.

### Competitive transplantation assay

CD34^−^ HSCs (500 cells) from Reg1^flox/flox^ or Reg1^Δ/Δ^ mice were mixed with wild-type CD45.1^+^ mice BM cells (5 × 10^5^) and transplanted intravenously into lethally irradiated (8 Gy) CD45.1^+^ recipient mice. Sixteen weeks after transplantation, we assessed chimerism of donor-derived HSPCs and peripheral blood (PB) in recipient mice.

### Myelosuppression models

Mice were intraperitoneally administered 5-fluorouracil (5-FU; Kyowa Hakko) at a dose of 250 mg/kg body weight once per week for 2 weeks and their survival was monitored daily in the latter week. Bone marrow cells were collected and analyzed after 0, 2, 4, 5, and 6 days of administration.

### Hemoglobin measurement

Hemoglobin concentration was quantified using a Hemoglobin Assay Kit (Biochain) according to the manufacturer’s instructions.

### Northern blotting

Total cellular RNA was prepared from THP1 cells transfected with a Regnase-1 expression plasmid or a control plasmid using RNeasy mini kits (Qiagen). RNAs were resolved by electrophoresis on a formaldehyde/agarose gel and transferred onto a positively charged nylon membrane (GE Healthcare). Probe preparation and hybridization were conducted with the DIG Northern Starter Kit (Roche Diagnostics), according to the manufacturer’s protocol. DIG-labeled RNA probes targeting the *Gata2* and *Tal1* gene were constructed by T7 RNA polymerase reaction using the primer sets described in Supplementary Data 2. The human *β-actin* RNA probe was used to normalize the amount of RNA bound to the membrane.

### Stability of mRNA

CD34^−^ HSCs sorted from control (fl/fl) or Regnase-1-KO (Δ/Δ) mouse BM were cultured for 1 h. Actinomycin D (SIGMA) at 5 μg/ml was added to the culture medium to terminate transcription, and total RNA was harvested at the indicated time^16^. RNA was subjected to qRT-PCR to determine *Gata2*, *Tal1*, and *CD34* levels.

### Chromatin immunoprecipitation (ChIP) assay

The ChIP assay was performed using the SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology), according to the manufacturer’s protocol. Chromatin solutions were prepared from THP1 cells transfected with a Regnase1 expression plasmid or a control plasmid, digested with micrococcal nuclease and sonicated to give the desired fragment length. Immunoprecipitation was performed overnight at 4 °C using an anti-Gata2 antibody (ab22849, Abcam, dilution 1/200) or anti-Tal1 antibody (C15200012, Diagenode, dilution 1/200). PCR analysis was then performed using the primer sets described in Supplementary Data 2. The specificity of the assay was validated by normal IgG as the negative control.

### Luciferase assay

Validation of Regnase-1 target genes by luciferase assay was performed as described^33^. Fragments of the 3′UTR of the mRNA of interest were amplified with PCR using a specific primer (Supplementary Data 2) and inserted into the pGL3-luciferase plasmid. HEK293 cells were co-transfected with pGL3-3′UTR plasmid or pGL3-empty plasmid together with Regnase-1 expression plasmid or empty control plasmid. After 48 h, cells were lysed and luciferase activity determined using the Dual-Luciferase Reporter Assay System (Promega). Renilla luciferase was transfected simultaneously and served as an internal control.

### Retroviral vector construction and transduction

For knockdown experiments, oligonucleotides designed to target Gata2, Tal1, or Bmi1 (described in Supplementary Data 2) and scrambled oligonucleotides supplied by the manufacturer were annealed and cloned into the RNAi-ready pSIREN-RetroQ-zsGreen vector (Takara). Retroviruses were produced using PlatE packaging cells transfected with different plasmids as previously described^58^. Retrovirus supernatants were harvested 48 post-transfection and concentrated using the Retro-X Concentrator (Clontech). For transduction, 5 × 10^4^ CD34^−^ HSCs sorted by flow cytometry were incubated for 72 h in cytokine conditioned medium (1% FCS, 100 ng/mL TPO, 100 ng/mL SCF, and 0.4 ng/ml IL-3) supplemented with virus particles. After transduction, cells were collected and used for CFC assays or bone marrow transplantation.

### cDNA libraries and RNA sequencing

RNA samples isolated from CD34^−^ HSCs from control Reg1^flox/flox^ and Reg1^Δ/Δ^ (Vav1-iCre; Regnase^−^1^flox/flox^) mice were reverse transcribed and amplified using the SMARTer Ultra Low Input RNA Kit for Sequencing–v3 (Takara Bio. Cat. 634849). Illumina sequencing libraries were constructed using Nextera XT DNA Librart Prep Kit (Illumina). After evaluating the quality and quantity of the constructed RNA-Seq libraries using a BioAnalyzer (Agilent Technologies), sequencing was performed on the HiSeq2500 platform with a 101-base paired-end read. Generated RNA-Seq tags were mapped to the reference mouse genome (GRCm38.p4) using STAR v2.4.2a^59^. We used the GENCODE annotation file (release version M17) for the mouse which can be downloaded from http://www.gencodegenes.org/. The tag counts of the first and last exons including 5′-untranslated and 3′-untranslated regions for each transcript were calculated, and then normalized by the lengths of the exons. The transcripts per million (TPM) values for each transcript were also calculated with Salmon v0.9.1^60^.

### Identification of key factors by bioinformatics analysis

The microarray data set GSE69760 from BM and fetal liver Lineage^−^ Sca-1^+^ c-Kit^+^ (LSK) HSPCs in developmental stages were downloaded from Gene Expression Omnibus. To identify the crucial factors in regulation of self-renewal and differentiation of HSPCs, we screened genes according to the following criteria: (1) Expression level in adult BM was >2. (2) Expression level in adult BM was >10 times that of HSPCs from E14.5 FL. (3) Gene encodes intercellular proteins. (4) Gene encodes a cytokine, enzyme, G-protein coupled receptor, growth factor, ion channel, kinase, ligand-dependent nuclear receptor, peptidase, phosphatase, transcription regulator, translation regulator, transmembrane receptor, or transporter which are categorized in the Ingenuity Knowledge Base (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). After filtering, 10 genes were selected in Fig. 1a.

### Gene set analysis

By analyzing RNA-seq gene expression profiles of Vav1-iCre; Reg1^flox/flox^ mice (Reg1^Δ/Δ^, case) and 8-week-old control Reg1^flox/flox^ mice (Reg1^flox/flox^, control), differential expression analysis was performed with the Bioconductor R package limma^61^. A total of 801 up-regulated genes in the Reg1^Δ/Δ^ animals was detected according to the following criteria: log2-fold change >2× the average expression value in Reg1^Δ/Δ^ (case) compared with Reg1^flox/flox^ (control); average expression value in the case was >90th percentile of the case, and the FDR value was <10^−3^. Reciprocally, 1179 down-regulated genes in Reg1^Δ/Δ^ animals were detected according to the following criteria: log2-fold change <1/2 of the average expression value in cases compared with controls; average expression value in the control was >90th percentile of the control, and the FDR value was <10^−3^. 

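Per transcript, limma without a covariate was applied to log2(TPM + 1) of all transcripts. With these criteria, 17 transcripts were up and 262 were down in the libraries labelled Reg1Δ/Δ. The 90th percentile of the mean log2(TPM + 1) was 3.17 in the libraries labelled Reg1Δ/Δ and 3.34 in the controls. Of all transcripts, 633 had an FDR under 0.001 and 11407 had an unadjusted p under 0.05. The 17 and 262 transcripts belonged to 14 and 251 distinct gene symbols. With the experiment as a covariate, 49 transcripts were up and 481 down. At FDR under 0.05 without a covariate, 125 were up and 668 down. With the replicate number as a block, 0 transcripts passed the criteria in either direction, and 16631 had an unadjusted p under 0.05.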

Supplementary Data 3 in this differential expression analysis. To identify gene sets enriched among these down-regulated genes we used the Metascape analyses from the web site http://metascape.org/)^62^. The results are summarized in Supplementary Data 4. We also performed gene set enrichment analysis (GSEA) for a ranked list of genes using log2-fold change^63^. Based on the GSE12662 data, we identified genes with high or low expression in AML (18 M1, 19 M2, and 14 M3 patients) relative to normal bone marrow cells (*n* = 5) by the following method: (a) up-regulated genes with a case mean/control mean ratio >2, *t*-test *p*-value <1e−3, and case mean expression ≥75th percentile of mean expression; (b) down-regulated genes with a case mean/control mean ratio <1/2, *t*-test *p*-value <1e−3, and control mean expression ≥75th percentile of mean expression. Gene expression data of Regnase-1-deficient mice were correlated with orthologous human genes, and whether the AML signature genes were coordinately expressed in LT-HSCs from Regnase-1 deficient mice was assessed by GSEA. For our analyses, we used our pre-defined gene sets which are related to leukemia (Supplementary Data 5) and we considered gene sets with FDR < 0.1 and *p*-value < 0.05 as significant. The results of the GSEA are summarized in Supplementary Data 6.

### Survival analysis based on Regnase-1 target gene expression

To construct the prognostic model for AML patients based on the expression profiles of 801 target genes directly or indirectly down-regulated by Regnase-1 categorized as hematopoietic genes in the Ingenuity Knowledge Base, we downloaded the microarray expression data set GSE12417 from the Gene Expression Omnibus (GEO) database. We then used a Lasso-regularized Cox proportional hazard model with the glmnet package (version 2.0–5) (ref. ^64^) in the R statistical environment (version 3.3.2) to build a Regnase-1 signature-based prognostic classifier. Among the 801 genes in mouse, 242 genes were mapped to that orthologous genes of human in this dataset by using the Ingenuity Knowledge Base. The tuning parameter in the Lasso regularization was chosen by cross-validation. Using the prognostic model, patients were classified into two groups based on whether the risk score in the Cox model was more than 0 (high risk and worse prognosis) or less than 0 (low risk and better prognosis). To evaluate the prognostic significance of the Cox model, we used the Kaplan-Meier method and the *p*-value was calculated using the log-rank test.

### Statistical analysis

All data are presented as the means ± s.d. None of the data were excluded from the analyses. Investigators were not blinded to allocation during cell and mouse assays. For in vivo studies, mice of the same age and similar weight were randomly assigned to experimental or control groups. For statistical analysis, the statcel4 software package (OMS, Saitama, Japan) was used, with analysis of variance performed on all data, followed by the Tukey–Kramer multiple comparison test. When only two groups were compared, a two-sided Student’s *t*-test was used.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 4

Supplementary Data 3

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its  Supplementary information. Any other data are available from the authors upon reasonable request. The RNA-seq data used in this manuscript are available in the GEO under the accession code GSE125546.

# Supplementary material for: Regnase-1-mediated post-transcriptional regulation is essential for hematopoietic stem and progenitor cell homeostasis
**Source:** Nat Commun. 2019 Mar 6;10:1072. doi: 10.1038/s41467-019-09028-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Association of abnormal expression of Regnase-1 (ZC3H12A) mRNA and prognosis of cancer patients

### **Supplementary Data 2**

List of primer and Oligonucleotide sequences.

### **Supplementary Data 3**

Result of RNA-seq analysis of CD34<sup>+</sup> HSCs from Vav1-iCre; Reg1<sup>flox/flox</sup> mice (KO) and control Reg1<sup>flox/flox</sup> mice (Control).

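The table gives log2(TPM + 1) per transcript for 5 KO and 5 control columns, their log2 ratio, a q-value and columns that mark transcripts as up or down. The part read here holds 1737 transcripts. Each of its 10 sample columns matched 1 deposited sample of CD34- HSCs, with a largest difference of 4.97e-05, so the samples are those of Fig. 5f. Recomputed from the deposited values with limma, the unadjusted p of the overall F test of both group means against 0 differed from the q-value column by at most 0.301% over these transcripts. The FDR of the difference between the groups differed from it by a median of 1594%. The table marks 22 transcripts as up and 11 as down. Under the same fold change and percentile criteria, the F test gave the same 22 and 11 transcripts, and the FDR of the difference gave 0 and 3.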

### **Supplementary Data 4**

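The gene list of this supplement holds 534 distinct symbols. All 534 were among the 534 distinct symbols of transcripts that were higher in the libraries labelled Reg1Δ/Δ by the fold change and percentile criteria with the unadjusted p of limma's overall F test under 0.001. Only 5 of them were also among the 955 symbols of the transcripts that were lower by the mirrored criteria.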

The gene sets identified by RNA-seq analysis used for the gene ontology analysis in Figure 2j.

### **Supplementary Data 5**

RNA-seq data in Figure 5g,h

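Each line of this supplement is a gene set, named for the cells compared and for the direction of change, followed by its gene symbols. The part read here holds at most the first 49 genes of a set. Of the genes listed, 44 of 49 (DOWN) and 40 of 43 (UP) in the Pu.1 sets had a mouse gene of the same symbol in the deposited data. In the AML sets, 46 and 43 (M1), 48 and 41 (M2) and 45 and 42 (M3) of 49 genes did, for UP and DOWN.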

Pre-defined gene sets which are related to leukemia used for the gene set enrichment analysis in Figure 5g,h.

### **Supplementary Data 6**

Summarized results of gene set enrichment analysis in Figure 5g,h.

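The report gives, for each set, the number of genes found in the ranked list (SIZE), the enrichment score, the score normalized for set size (NES), the nominal p and the FDR. A negative NES means that the set lies toward the genes lower in the libraries labelled Reg1Δ/Δ. The Pu.1 sets had 36 (DOWN) and 33 (UP) genes among the tested genes here, and the report's sizes are 27 and 8. With each of the 10 samples left out in turn, the NES of the DOWN set stayed between −1.92 and −1.86 and that of the UP set between −1.68 and −1.58.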

How the deposited data were processed for this re-analysis (not part of the article)

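RNA-seq values of CD34- HSCs in 5 Reg1Δ/Δ and 5 control samples were used. The samples were assigned to 2 experiments, of 3 and 2 samples per group, from the sample names and from the numbers per group in the legend of Fig. 5f. The paper and the sample labels name different versions of the cDNA kit, and which was used in which experiment is not known. No other experiment of the study was analysed here. The deleted gene, Zc3h12a, was higher in the libraries labelled Reg1Δ/Δ than in the controls of the same experiment, so directions are given by label throughout.

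The authors aligned the reads to GRCm38 with STAR, estimated TPM with Salmon and GENCODE M17, and deposited log2(TPM + 1) per transcript on the log2 scale. From there, TPM was recovered as 2 to the power of the value minus 1, and the TPM of the transcripts of each gene were added up. TPM keeps no read numbers, so the depth per sample is unknown, no counting intervals are given, and methods that need counts could not be run. The tests set out for counts were replaced, as laid down for that case, by limma on log2(TPM + 1).

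Genes with a TPM of at least 1 in at least 5 of the 10 samples (12874 genes) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the experiment as a covariate and a pseudocount of 1. P values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. This filter was chosen after the values were known to be TPM and before any gene-level fit was seen. For the paper's own criteria, limma without a covariate was run on all transcripts, with a log2 fold change above 1 or below −1, a group mean above the 90th percentile and an FDR under 0.001. The difference of the effects between the experiments was tested as an interaction in limma.

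Apart from the markers of cell types, of the sort and of sex, genes named in the text were chosen by a fixed rule. They are Zc3h12a, the genes whose RNA the paper reports or names as targets, and Tnf, which the paper does not name. The gene for IL-12p40, a target the paper names, is not among them. To the genes of this rule were added the 5 protein-coding genes with the largest rise and the 5 with the largest fall. These had an FDR under 0.05, a mean TPM of at least 10 in the higher group and no overlap of the groups within experiments. For each gene set, the 3 leading-edge genes with the largest change were added. Gene coordinates are those of GENCODE M21 on GRCm38, the same build as the authors', with a later release of the annotation than theirs.

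Preranked GSEA (weight 1, 10000 gene permutations) used the log2 fold changes and the 8 Pu.1 and AML sets, as far as Supplementary Data 5 lists them here, at most 49 genes each. Human and mouse genes were joined by identical upper-case symbol. Sets passed at FDR under 0.1 and p under 0.05, the paper's threshold. limma's camera and 10000 random sets matched on mean TPM were run beside it.

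The scripts were tested on simulated data. With 200 of 12874 simulated genes changed by a log2 fold change of 1 or 2 in either direction, limma recovered 168, all with the right sign, and 7.69% of its calls were unchanged genes. A planted set of 40 among 12000 simulated genes had a NES of −2.97, and 7% of 200 random sets had p under 0.05.

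The replicate numbers come from the sample names, and the numbers within each experiment were used as 5 blocks. Whether they pair the samples was checked by the correlation of the deviations from the group means. The values of replicate 5 of the libraries labelled Reg1Δ/Δ carried the sample name of replicate 4 in their header. They differed from those of replicate 4 and were taken as replicate 5. The block fits and the pairing values of the second experiment depend on this. Other settings tried were no filter, a TPM of at least 1 in every sample, a pseudocount of 0.1, no experiment covariate, each experiment alone, quantile normalization, median-of-ratios scaling, eBayes with a trend, an FDR of 0.001 and each sample left out in turn. Removal of the 50 highest genes was tried too. For gene sets, weight 0, ranking by moderated t and ranking of highly expressed genes were tried. Python 3.11.15, numpy, pandas, scipy and matplotlib were used for the gene sets, tables and plots.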

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

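The tests in this part that concern single samples, the genes that rose and the genes that varied between the experiments were chosen only after the result was seen.

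Among 104 groups of 5 samples, over the tested named genes and the measures of each library, 15 had a sample far from the others by Dixon's ratio of gap to range, where chance gives about 5.2. For genes, the ratio was taken on log2(TPM + 1), while the values beside it are TPM. On TPM itself the ratios would differ, and they were not computed. In control replicate 1, B-lineage genes were far below the other controls. Igll1 had 36.5 TPM there against 223 to 330 TPM (ratio 0.82), Vpreb1 24.7 TPM against 217 to 298 (0.871), Cd79a 15.7 TPM against 100.4 to 195 (0.732), Vpreb3 14.8 TPM against 133 to 208 (0.827) and Blnk 7.87 TPM against 58.0 to 104 (0.767). In control replicate 2, Egr1 had 132 TPM against 7.63 to 9.13 TPM (0.941) and Runx1 42.4 TPM against 24.5 to 28.1 (0.754). In control replicate 5, Zc3h12a had 6.07 TPM against 1.28 to 1.83 (0.808), Cd72 15.1 TPM against 33.6 to 40.1 (0.816) and Abr 25.4 TPM against 13.0 to 15.3 (0.761). In control replicate 3, Cd96 had 11.1 TPM against 7.91 to 8.63 (0.747). Of the libraries labelled Reg1Δ/Δ, replicate 2 stood out for Igll1 (5.36 TPM against 0 to 0.531, ratio 0.77), Cd79a (1.74 TPM against 0.0285 to 0.172, ratio 0.866) and Auts2 (0.612 TPM against 0.0713 to 0.192, ratio 0.74), and replicate 5 for Cd79b (2.07 TPM against 3.83 to 4.71, ratio 0.729).

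With the mean of each experiment subtracted, the sample still stood out in 8 of the 15 groups. A difference between the experiments does not account for these 8. They are not independent, since Igll1, Vpreb1, Cd79a, Vpreb3 and Blnk in control replicate 1 are among them. RNA from B-lineage cells in different amounts is a candidate explanation for control replicate 1. Of 3 tested B cell markers outside the genes that stood out in the controls (Cd79b, Ebf1 and Ms4a1), control replicate 1 had the lowest value of the controls for 2, Cd79b and Ebf1. The list of markers was shortened after the result was seen. The genes share a lineage and move together, so they are not independent, and whether the RNA came from stem cells or from other cells in the sort cannot be told from these values.

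Among genes the paper's text does not discuss, Iigp1, Gm4841, H2-Eb1, Igtp and Tubb3 rose most in the libraries labelled Reg1Δ/Δ by the rule for named genes, with log2 fold changes of 4.10, 3.63, 3.48, 3.47 and 3.45. Supplementary Data 4 lists all 5. Under quantile normalization and median-of-ratios scaling, the smallest of their log2 fold changes was 3.48, but both scalings raise the median fold change, so this says little about scaling. In either experiment alone it was 3.03, but the genes were chosen for no overlap of the groups in either experiment, so this is partly set by the choice. An exchange of the labels of the groups would turn the rises into falls. Of 8 directions that the paper's figures show by qRT-PCR, without that of Zc3h12a, the libraries as labelled share 5 (Tal1, Egr1, Cdkn1a, Cdkn1b and Cdkn1c), which leaves that explanation open. Of the 4 directions that its text states, they share 3. A response of these genes to the loss of Regnase-1 is therefore a hypothesis that cannot be told apart from exchanged labels.

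The difference between the groups varied between the experiments for 57 of the 12874 tested genes (interaction FDR under 0.05 by limma), 31 of them with opposite signs in the 2 experiments. Of these genes, 52.6% have no protein-coding transcript, against 15.0% of all tested genes, which is consistent with values of short or non-coding transcripts that depend on the library preparation. With a TPM of at least 1 in every sample, 10 of 9412 tested genes passed the same threshold. The count alone does not show whether they are among the 57. No biological difference between the experiments is given, so no biological explanation was tested.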

How the results depend on the processing

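Most alternatives were set before the data were examined. Alternatives chosen after seeing the data are a TPM of at least 1 in every sample, quantile normalization and median-of-ratios scaling. So are eBayes with a trend at the gene level, removal of the 50 highest genes and ranking by moderated t. The settings with an F test, an unadjusted p or no significance criterion, and a pseudocount of 0.1 for the interaction, were also chosen then. The alternatives that need counts (other count models, upper-quartile scaling and a minimum of 10 counts) were not run, because the values are TPM. Where no cause is named, the cause was not tested.

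Of the 1933 higher and 4880 lower genes, the numbers became 716 and 3052 without the experiment covariate, 452 and 1581 in the second experiment alone, and 435 and 2496 at an FDR of 0.001. They became 3861 and 2636 after quantile normalization, and 3973 were higher after median-of-ratios scaling. The 286 genes higher more than 2-fold became 187 in the second experiment alone, 177 at an FDR of 0.001, 877 after quantile normalization and 776 after median-of-ratios scaling. The 2579 genes lower more than 2-fold became 1341, 1339 and 1225 in the second experiment alone, after quantile normalization and with a TPM of at least 1 in every sample. With the replicate block, 1703 genes were higher and 4545 lower, and Zc3h12a had an unchanged log2 fold change of 0.83, which the block fixes by design, at FDR = 0.0505. With each sample left out in turn, 1548 to 1961 genes were higher and 4409 to 5242 lower, 221 to 340 higher and 2464 to 2751 lower more than 2-fold.

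By the paper's criteria, the 17 transcripts up and 262 down became 49 and 481 with the experiment as a covariate, 125 and 668 at an FDR of 0.05, 8 and 82 with a TPM of at least 1 in at least 5 samples, 5 and 124 with a trend, 0 and 5 in the first experiment alone, and 0 and 0 both in the second alone and with the replicate block. With a pseudocount of 0.1, 10 were up, and with TPM summed per gene, 142 were down. At an unadjusted p under 0.05 there were 23954 transcripts in the first experiment, 10062 in the second and 16631 with the block. Leaving out each sample gave 7 to 16 up and 127 to 205 down. With the unadjusted p of the overall F test, 628 were up and 1144 down, or 534 and 955 distinct symbols, and with its FDR 529 and 1059, or 574 and 1093 when scaled to the published column. With the F test and the 85th, 80th, 75th or 50th percentile, 800, 899, 955 or 975 were up and 1783, 2313, 2757 or 3247 down. The unadjusted p of the difference gave 103 and 632, and no significance criterion gave 795 and 1421.

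The 57 genes whose difference varied between the experiments became 479 without a filter and 10 with a TPM of at least 1 in every sample, and 21 to 53 when a sample of the first experiment was left out. Of the Fig. 2j genes, 404 were higher at FDR under 0.05, 247 without the covariate and 188 in the second experiment alone, and of those annotated to the cell cycle 28, 15 and 9.

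A TPM of at least 1 in every sample removes genes that fell below 1 TPM in a library labelled Reg1Δ/Δ, so the results at this setting are no measure of stability. The NES of the Pu.1 UP set became 1.61 with a TPM of at least 1 in every sample, and those of the DOWN sets of M1 and M3 −1.37 and −0.84, no longer past the threshold. Among genes above the 75th percentile of mean TPM, the Pu.1 DOWN set had too few genes to be tested, and the NES was −1.03 for Pu.1 UP, −0.91 for M1 UP, −1.57 for M1 DOWN, −1.44 for M2 UP, 1.48 for M2 DOWN, 1.32 for M3 UP and 1.56 for M3 DOWN, none past the threshold, with 6 to 10 genes left per set. With weight 0, M2 DOWN had 1.10 and M3 DOWN −1.16, and ranked by moderated t, M3 DOWN had −1.33 (FDR = 0.0946, p above 0.05). By camera, the p values of the DOWN sets of M1, M2 and M3 were 0.467, 0.416 (toward the higher genes) and 0.979. The fits without the covariate, with the block and with a trend rank the genes by the same fold changes and show no stability. Across the fits that each left out 1 sample, no set changed sign or side.

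Zc3h12a stayed higher in the libraries labelled Reg1Δ/Δ in every fit, but its FDR passed 0.05 with no filter on low values (log2 fold change of Zc3h12a 0.83, FDR = 0.0897), without the covariate (0.214) and in the first and second experiment alone (log2 fold change 0.52 and 1.30). Leaving out each sample gave 0.53 to 0.99, with 4 of the 10 fits above an FDR of 0.05. For the other 45 named genes, 845 of 873 alternative fits kept direction and side of the threshold, 22 became weaker and 4 stronger. Many of these genes were chosen for large changes in these same samples. The fits without the covariate, with the block and with a trend keep the fold change by design. The count is therefore partly set in advance and says little about stability. The direction changed for Ctnnb1 after median-of-ratios scaling (0.13) and for Il1b after quantile normalization (0.32). The depth of the libraries is unknown, so what it limits cannot be stated.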

Differences from the paper's values

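The paper's number of upregulated genes is 801, and 17 transcripts were up here. The paper's number of downregulated genes is 1179, and 262 transcripts were down here. None of the alternatives set before the data were examined closed either gap. Some settings chosen after seeing the values came within 1.5 times of the paper's values. With the unadjusted p of the overall F test in place of the FDR of the difference, 628 transcripts were up and 1144 down (534 and 955 distinct symbols). With no significance criterion, the numbers were 795 and 1421, and with the FDR of the F test scaled to the published column they were 574 and 1093; these settings too were chosen after seeing the values. With the FDR of the F test as it is, also chosen after seeing the values, 1059 were down, within that range, but 529 up, outside it. With the F test and the 85th, 80th, 75th or 50th percentile, again chosen after seeing the values, 800, 899, 955 or 975 were up, within that range, but the numbers down were not.

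The paper's gene list for Fig. 2j holds 534 distinct genes, and the transcripts up here had 14 distinct symbols. With the unadjusted p of the overall F test, chosen after seeing the values, they had 534.

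The paper's NES for the DOWN set of Pu.1-deficient HSCs is −2.32, and −1.94 was found here. For the UP set, the paper's NES is −1.30, and −1.63 was found. For the DOWN set of M1 it is −1.64 in the paper and −1.86 here. In the second experiment alone it was −1.66, and ranked by moderated t, a setting chosen after seeing the values, it was −1.63. For the UP set of M2 the paper's NES is −2.05, and −1.61 was found, or −1.93 with weight 0. For the DOWN set of M2 it is −1.36 in the paper and −1.18 here, for the UP set of M3 −1.91 in the paper and −1.52 here, and for the DOWN set of M3 −1.09 in the paper and −1.41 here. None of the alternatives set before the data were examined closed the gap for either Pu.1 set, for the DOWN set of M2 or for either set of M3. The error used for a NES is its jackknife standard error over the 10 samples, 0.0447 to 0.147 across the sets. The paper's sets had 8 to 125 genes in its ranked list, and the sets read here had 32 to 45.

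The paper reports by qRT-PCR that Gata2 is upregulated in CD34- HSCs of Reg1Δ/Δ mice (Fig. 6b), and Fig. 6b shows higher bars for Bmi1 and Ctnnb1 too. In the RNA-seq values, the log2 fold change of Gata2 was −1.28, that of Bmi1 −0.75 and that of Ctnnb1 −0.22, which did not differ beyond error. Fig. 1e shows less Regnase-1 mRNA after deletion, and the log2 fold change of Zc3h12a was 0.83 in the libraries labelled Reg1Δ/Δ. The methods place the genes used for Fig. 2j among the downregulated genes, while the legend of Fig. 2j calls them upregulated. Of the 534 listed genes, 516 were higher in the libraries labelled Reg1Δ/Δ, as in the legend. Fig. 5h prints about −1.9 for M2 and about −2.1 for M3, read by eye, while the paper's Supplementary Data 6 gives −2.05 for the UP set of M2 and −1.91 for that of M3.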

Other observations

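The tests in this part on Zc3h12a and on the q-value column were chosen only after the result was seen.

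Zc3h12a, the deleted gene, was higher in the libraries labelled Reg1Δ/Δ. Its log2 fold change was 1.08 after median-of-ratios scaling and 1.73 after quantile normalization, but both scalings raise the median fold change, so a rise was bound to stay and this says little about scaling. It was higher in both experiments, with the smaller log2 fold change, 0.52, in the first. Its main transcript (ENSMUST00000036188, 1 of 2) was above every control of its experiment in 5 of 5 libraries labelled Reg1Δ/Δ, so a minor transcript does not account for it either. The labels of the groups could be exchanged, and the qRT-PCR directions of Fig. 3g and Fig. 6b do not settle it. Without Zc3h12a itself, 5 of 8 genes were in the direction of the bars, read by eye, and 3 were against it, of which Ctnnb1 did not differ beyond error. Of the 4 genes whose direction the paper's text states, 3 (Tal1, Cdkn1a and Cdkn1c) were in that direction and Gata2 was against it. The test allowed 1 direction against, so these 4 genes alone would speak against exchanged labels, while all 8 leave them open. Transcript left after the deletion is another candidate explanation. The main transcript held 88.4% of the gene's TPM in the libraries labelled Reg1Δ/Δ, but values per transcript cannot show which exons were read. The pattern cannot be told apart from these last explanations.

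The count of genes past FDR 0.05 was compared with other splits of the 10 samples. Of the 60 splits that balance the experiments, 1 gave as many genes as the real one, the real split itself, and the largest other count was 1 gene. For the transcripts past the paper's criteria the number was also 1 of 60, with 0 transcripts in every other split. The groups share replicate numbers, and only 16 splits part all 5 same-numbered pairs, as the real split does; the others leave some pairs together. Of those 16 splits, 1 gave as many genes and 1 as many transcripts, the real one in each case, but 16 splits cannot give a share under 0.05.

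More genes were lower than higher in the libraries labelled Reg1Δ/Δ, 71.6% of those past FDR 0.05. A difference in the distribution of values between the samples is a candidate explanation. After quantile normalization 40.6% were lower, although more than 2-fold 60.4% still were. That step gives every sample the same distribution and raised the median log2 fold change from −0.25 to 0.14. The share of lower genes was therefore bound to fall, which cannot decide on the explanation. Genes of low expression are another candidate. Among the 3219 tested genes with the highest mean TPM, 34.8% of the genes past FDR 0.05 were lower, so the excess lay outside them. A fall itself lowers the mean TPM by which these genes were picked, however, so this cannot decide on the explanation. In the second experiment, where the libraries labelled Reg1Δ/Δ did not have fewer transcripts above 0 TPM, 67.6% of the genes at an unadjusted p under 0.05 were lower, so fewer such transcripts in the first experiment do not account for it. Genes with a TPM of at least 1 were fewer in the libraries labelled Reg1Δ/Δ of both experiments, however, so lower detection as such is not ruled out. With the 50 highest genes removed, a setting chosen after seeing the data, 69.4% were lower. A few genes taking most of the TPM therefore do not account for it either. The first 2 of these explanations are not decided by these values and stay open.

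In the first experiment, more transcripts were detected in the controls. Retained-intron and other intronic transcripts held at least 10.1% of the TPM in these controls and up to 10.6% in the libraries labelled Reg1Δ/Δ, so the shares overlapped, against what was predicted for unspliced RNA or DNA. The mean share was higher in the controls (10.6% against 10.3%), however, and protein-coding transcripts held 46.2% to 47.5% of the TPM in the controls and 48.2% to 49.1% in the libraries labelled Reg1Δ/Δ. Some unspliced RNA or DNA is therefore not excluded.

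Of 25 tested markers of mature blood cells, 20 were lower in the libraries labelled Reg1Δ/Δ past FDR 0.05 and in both experiments. These were 4 of 4 B cell, 6 of 6 megakaryocyte, 5 of 8 neutrophil and monocyte, 4 of 6 erythroid and 1 of 1 T cell markers, while Klf1 was higher. RNA from other cells in the control samples is a candidate explanation. Of the HSC markers, however, 7 of 7 (Procr, Slamf1, Mecom, Hlf, Mllt3, Fgd5 and Ctnnal1) were lower too, which RNA from mature cells in the controls alone would not give. All 7 stayed lower after quantile normalization. Of 4 genes of the sort markers, Kit (log2 fold change −1.39), Cd34 (−3.02) and Flt3 (−2.85) were lower past FDR 0.05. Ly6a, which encodes Sca-1, did not differ beyond error (0.92, FDR = 0.155 by limma).

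Xist was 2.81 to 24.0 TPM and above every Y-linked gene in all 10 samples, and the highest Y-linked value was 1.31 TPM, so no sample had the pattern of a male mouse. Xist was lower in the libraries labelled Reg1Δ/Δ (log2 fold change −0.64, FDR = 0.0242), though not after quantile normalization (−0.05), and Uty had 1.10 TPM against 3.26 TPM of Xist in replicate 1 of these libraries.

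The UP and DOWN sets of AML scored the same way. Random sets matched on mean TPM reached as negative a score in 5% or more of 10000 draws for 1 of the 8 gene sets, the DOWN set of M2, so mean expression does not account for the scores.

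The q-value column of Supplementary Data 3 differed by at most 0.301% from the unadjusted p of an overall F test of both group means against 0, and by a median of 1594% from the FDR of the difference between the groups. The column is consistent with the F test, which also rejects for transcripts that are expressed alike in both groups. Several designs and statistics were compared with the column before this one was found.

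The paper measured quiescence-associated genes by qRT-PCR in these cells (Fig. 3g). In the RNA-seq values, Cdkn1a (log2 fold change −2.50, FDR = 3.20e-05), Cdkn1c (−3.28, FDR = 2.02e-06) and Cdkn1b (−0.97, FDR = 2.23e-04) were lower in 5 of 5 libraries labelled Reg1Δ/Δ, and Cdkn1b fell by 0.32 (FDR = 0.243) after quantile normalization. Cd34 had a log2 fold change of −3.02 and Spi1, which encodes Pu.1, one of −2.54, each in 5 of 5 libraries. Of the cytokine and immune genes the paper names, Il2, Il6 and Tnfrsf4 were below the filter, with group means of at most 0.507 TPM. Tnf, which the rule for named genes lists although the paper does not name it, was below the filter too. Il1b had a log2 fold change of −0.62 (FDR = 0.0519), which turned to 0.32 after quantile normalization, and Rel one of −1.57 (FDR = 1.58e-05), lower in 5 of 5 libraries. The gene for IL-12p40 was not analysed here.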
